# Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge

**DOI:** 10.1038/s41590-024-02011-8

**Published:** 2024-11-25

**Authors:** Tetsuo Hasegawa, Colin Y. C. Lee, Andrew J. Hotchen, Aaron Fleming, Rahul Singh, Kunimichi Suzuki, Michisuke Yuzaki, Masahiko Watanabe, Mark A. Birch, Andrew W. McCaskie, Nikolett Lénárt, Krisztina Tóth, Ádám Dénes, Zhaoyuan Liu, Florent Ginhoux, Nathan Richoz, Menna R. Clatworthy

**Keywords:** Innate immunity, Monocytes and macrophages, Neuroimmunology, Systemic lupus erythematosus

## Abstract

A wide variety of systemic pathologies, including infectious and autoimmune diseases, are accompanied by joint pain or inflammation, often mediated by circulating immune complexes (ICs). How such stimuli access joints and trigger inflammation is unclear. Whole-mount synovial imaging revealed PV1^+^ fenestrated capillaries at the periphery of the synovium in the lining–sublining interface. Circulating ICs extravasated from these PV1^+^ capillaries, and nociceptor neurons and three distinct macrophage subsets formed a sentinel unit around them. Macrophages showed subset-specific responses to systemic IC challenge; LYVE1^+^CX_3_CR1^+^ macrophages orchestrated neutrophil recruitment and activated calcitonin gene-related peptide^+^ (CGRP^+^) nociceptor neurons via interleukin-1β. In contrast, major histocompatibility complex class II^+^CD11c^+^ (MHCII^+^CD11c^+^) and MHCII^+^CD11c^–^ interstitial macrophages formed tight clusters around PV1^+^ capillaries in response to systemic immune stimuli, a feature enhanced by nociceptor-derived CGRP. Altogether, we identify the anatomical location of synovial PV1^+^ capillaries and subset-specific macrophage–nociceptor cross-talk that forms a blood–joint barrier protecting the synovium from circulating immune challenges.

## Abstract (web summary)

Why joints are highly responsive to systemic inflammation is unknown. Hasegawa et al. sought to address this question, developing a whole-mount imaging system of the entire synovium to profile the vascular, neuronal and immune components.

## Main

Synovial joints are the target of antigen-specific autoimmune responses in diseases such as rheumatoid arthritis (RA)^1^, but joint pain (arthralgia), or even overt inflammation, is a relatively common manifestation of viral and bacterial infections in distant unrelated organs (for example, bacterial enteritis or streptococcal pharyngitis). This phenomenon is thought, at least in part, to be mediated by circulating microbial antigen–IgG immune complexes (ICs)^2–4^. Similarly, in systemic lupus erythematosus, an autoimmune disease characterized by IgG IC deposition, arthritis is a common symptom^5^. Thus, synovial joints act as a ‘barometer’ of systemic inflammation, manifesting as arthralgia or arthritis.

The synovial membrane lines the joint cavity, is the source of synovial fluid and contains several fibroblast and macrophage subsets^6,7^. It is highly vascular, supplies oxygen and nutrients to adjacent avascular articular cartilage and contains pain fibers^8–12^. The synovium is also involved in joint pathology, with proliferative pannus arising at the synovia–bone interface, eroding bone in RA^13–15^.

There is increasing interest in the interplay between neuronal signals and tissue immune cells^16–18^, but whether or how the triggering of arthralgia-generating pain neurons in response to circulating stimuli is influenced by synovial immune cells or how immune cells in turn might be affected by pain is currently unknown. Here, we established a whole-mount imaging system for the synovium to gain a comprehensive understanding of the spatial organization of the constituent immune, vascular and neuronal components. We investigated the responses of these components to circulating stimuli and addressed the question of why joints are responsive to many systemic pathologies.

## Results

### PV1^+^ fenestrated capillaries at the periphery of the synovium allow access to circulating stimuli

To interrogate the synovial vasculature via which circulating stimuli gain access to the synovium, we analyzed endothelial cells from single-cell RNA-sequencing (scRNA-seq) data of mouse synovium^6^ (Extended Data Fig. 1a). Genes encoding adhesion molecules, such as *Sele*, *Selp* and *Icam1*, were mainly expressed on *Ackr1*^+^ postcapillary venules, where immune cells extravasate^19^ (Extended Data Fig. 1b). Capillary endothelial cells were also evident and, when considered in isolation, comprised two subsets (Fig. 1a). *Plvap* was exclusively expressed in cluster 1 and was among the top ten differentially expressed genes (DEGs) when comparing these two capillary cell clusters (Fig. 1b,c and Extended Data Fig. 1c). PV1 (encoded by *Plvap*) is a molecular component of fenestral diaphragms, conferring vascular permeability^20,21^, and its expression is indicative of fenestrated capillaries.

**Fig. 1:**
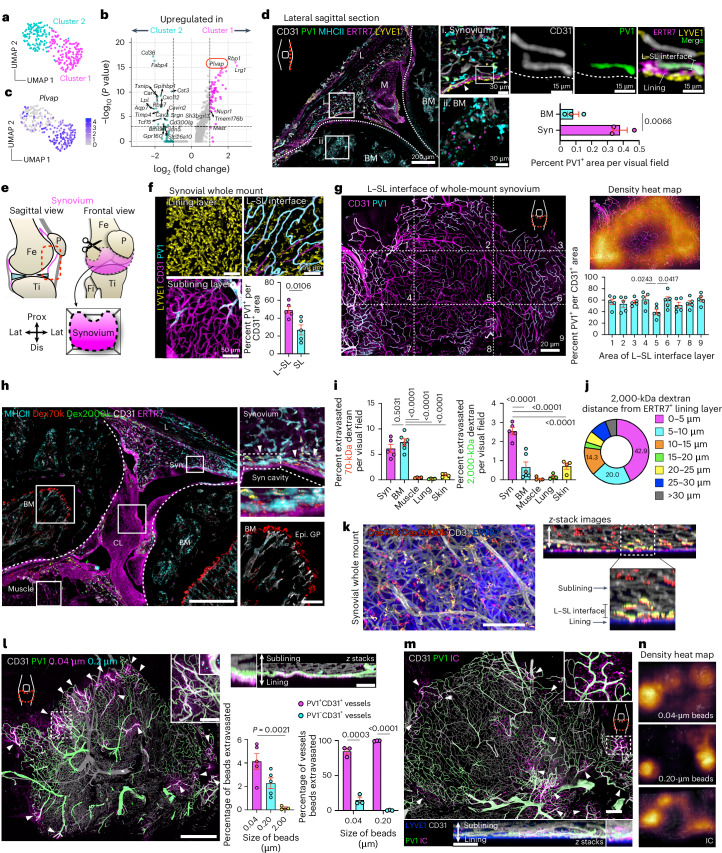
PV1^+^ fenestrated capillaries in the L–SL interface at the peripheral area of the synovium allow circulating stimuli to access the synovium. **a**, Uniform manifold approximation and projection (UMAP) visualization of synovial capillary endothelial cells extracted from CD31^+^ endothelial cells (Extended Data Fig. 1a,b). scRNA-seq data are from GSE145286. **b**, Volcano plots showing DEGs between two clusters of synovial capillary endothelial cells. **c**, UMAP visualization of synovial capillary endothelial cells expressing *Plvap*. Color bar shows the expression level. **d**, Representative confocal images of sections of knee joints; BM, bone marrow; M, meniscus; L, patella ligament; Syn, synovium; *n* = 3 mice for each group. **e**, Schematic diagram showing the protocol to dissect whole synovium from knee joints. The red dashed outline indicates the area of synovium dissected. Fe, femur; Ti, tibia; P, patella; Fi, fibula; Prox, proximal; Lat, lateral; Dis, distal. **f**, Three-dimensional reconstruction of representative confocal images of the indicated layer of whole-mount synovium. Quantification of the PV1^+^ area among CD31^+^ area at the indicated layers is shown on the bottom right; *n* = 5 mice for each group. **g**, Three-dimensional reconstruction of representative confocal images and density map of the L–SL interface of whole-mount synovium. Quantification of the PV1^+^ area among CD31^+^ area at the indicated compartments is shown on the bottom right; *n* = 5 mice. **h**, Representative confocal images of sections of knee joints from WT mice injected i.v. with 70- and 2,000-kDa dextran (300 μg of 70-kDa dextran (Dex70k) and 150 μg of 2,000-kDa dextran (Dex2000k)) 1 h before analysis. Arrowheads indicate the area where 70- and 2,000-kDa dextran merged; CL, cruciate ligament; Epi. GP, epiphyseal growth plate; scale bars, 500 and 100 μm (inset). **i**, Quantification of the extravasated area in each tissue; *n* = 4 to 6 mice for each group. **j**, Pie graph showing the percentage of distance between 2,000-kDa dextran and the ERTR7^+^ lining layer of the synovium in the section images; *n* = 4 mice. **k**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from WT mice injected i.v. with 70- and 2,000-kDa dextran 1 h before analysis; scale bar, 100 μm. **l**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from WT mice injected i.v. with fluorescently labeled microbeads of different sizes (25 μl of each FluoSphere carboxylate-modified microsphere dissolved in PBS) 1 h before analysis. Arrowheads indicate the sites where microbeads extravasated; scale bars, 500 and 50 μm (inset). Quantification of the area and capillary microbeads extravasated is shown on the bottom right; *n* = 3 to 5 mice for each group. **m**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from WT mice injected i.v. with OVA–AF647;rabbit polyclonal anti-OVA (RaOVA) ICs (40 μg of OVA–AF647 + 150 μg of RaOVA) 2 h before analysis. Arrowheads indicate sites where ICs extravasated; scale bars, 200 and 100 μm (*z*-stack images). **n**, Density map of a three-dimensional reconstruction of representative confocal images of whole-mount synovium from WT mice injected i.v. with microbeads or ICs. Data in **d**, **f** and **l** (right) were analyzed by two-tailed *t*-test. The center compartment was used as a control group in one-way analysis of variance (ANOVA) with a Dunnett’s test for **g**. Data in **i** and **l** (left) were analyzed by one-way ANOVA with Tukey’s post hoc test, and data in **b** were analyzed by two-tailed Wilcoxon rank-sum test. Data in **d**, **f**, **g**, **i** and **l** are shown as mean ± s.e.m. Images in **k**, **m** and **n** are representative of at least three independent experiments with similar results. Source data

The synovium can be divided into a lining layer containing synovial fibroblasts, with overlying macrophages that interface with the synovial cavity, and a sublining layer with additional macrophage populations^7,22–24^. Sagittal section imaging showed that PV1^+^ capillaries were specifically located at the interface of the lining and sublining layers, termed hereafter as the lining–sublining (L–SL) interface (Fig. 1d). Although sagittal sections have been used as the gold standard to define the spatial organization of synovial cells, this method provides a limited snapshot of the synovial membrane as a whole, which stretches around the entire joint. Indeed, our knowledge of the global arrangement of synovial cells, particularly in homeostasis, is surprisingly rudimentary. To address these limitations, we developed a protocol to stereotactically dissect the entire synovium of knee joints (Fig. 1e and Extended Data Fig. 1d,e) and combined whole-mount synovial imaging with an iterative bleaching and staining protocol^25^ to enable multiparameter imaging. This revealed a dense PV1^–^ vascular network in the sublining layer and confirmed that PV1 was predominantly expressed on capillaries at the L–SL interface (Fig. 1f and Extended Data Fig. 1f). When considering the L–SL interface across the entire area of the synovium, we found that PV1^+^ capillaries were not uniformly distributed but rather were abundant at the periphery of the synovium in proximity to adjacent bones (Fig. 1g).

To test the functional importance of the distribution of PV1 capillaries, we administered 70-kDa and 2,000-kDa dextran intravenously (i.v.) and collected organs 1 h later. Although 70-kDa dextran highly extravasated at the diaphysial side of the growth plate in bone marrow, 2,000-kDa dextran was evident in the synovium (Fig. 1h,i and Extended Data Fig. 1g,h), predominantly in the L–SL interface (Fig. 1j,k). Similarly, i.v. administration of fluorescently labeled microbeads showed that 0.2-μm microbeads extravasated exclusively from PV1^+^ capillaries in the L–SL interface in the periphery of healthy synovium (Fig. 1l), whereas 2-μm microbeads were excluded (Extended Data Fig. 1i). Finally, we used a clinically relevant challenge; i.v. ICs (ovalbumin (OVA) opsonized with a polyclonal anti-OVA IgG^26^) also extravasated into the local synovial tissue from PV1^+^ capillaries (Fig. 1m,n). Together, these data indicate that circulating stimuli readily gain access to the healthy synovium via highly permeable PV1^+^ capillaries located at the L–SL interface in the periphery of the synovium.

### Three subsets of macrophages with distinct distribution patterns line synovial PV1^+^ capillaries

We next sought to interrogate which immune cells localized to these sites of potential vulnerability around PV1^+^ capillaries. ERTR7^+^ lining fibroblasts evident in sagittal sections (Fig. 2a) formed a uniform, tightly knit lining layer in the synovial whole-mount images (Fig. 2b), but CD68^+^ macrophages showed increased density in the periphery of the synovium (Fig. 2b and Extended Data Fig. 3a). No extravascular synovial T or B cells were detectable (Fig. 2c). We therefore focused on further characterizing the synovial macrophage populations.

**Fig. 2:**
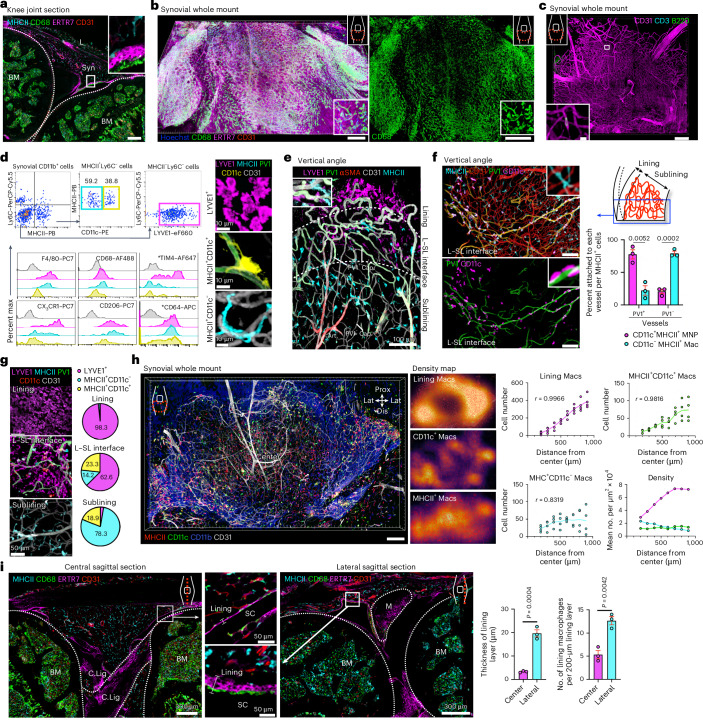
Three subsets of macrophages with distinct distribution patterns line synovial PV1^+^ capillaries. **a**, Representative confocal images of sections of healthy knee joints; BM, bone marrow; Syn, synovium; L, patella ligament; scale bar, 200 μm. **b**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium; scale bars, 200 (left) and 300 μm (right). **c**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium; scale bars, 200 and 10 μm. **d**, Gating strategy and flow cytometric analysis of three subsets of synovial macrophages with indicated cell surface markers. Shaded regions indicate staining with isotype controls. Data are representative of at least two independent experiments with similar results. The asterisks (*) indicate that fluorophores for LYVE1 were changed to apply the indicated antibodies. Representative confocal images of each subset of macrophages are shown on the right. **e**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from a vertical angle. The two dashed lines are (1) the border of lining layer and L–SL interface, and (2) L–SL interface and sublining layer. Cap., capillary; Art., arteriole. **f**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from a vertical angle; scale bars, 100 μm. Quantification of the percentage of CD11c^+^MHCII^+^ and CD11c^–^MHCII^+^ macrophages (Mac) attached to PV1^+^CD31^+^ or PV1^−^CD31^+^ vessels; *n* = 3 mice for each group. Data represent mean ± s.e.m. **g**, Three-dimensional reconstruction of representative confocal images at the indicated layers of whole-mount synovium. The pie graphs show the percentages of the three types of macrophages in the indicated layers of the synovium; *n* = 3 mice. **h**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium (left) and density maps of three subsets of macrophages (middle); scale bar, 200 μm. The numbers and densities of each macrophage type in the indicated compartment of the synovium are shown on the right; *n* = 4 mice for each group. **i**, Representative confocal images of sections of healthy knee joints; M, meniscus; C.Lig, crescent ligament; SC, synovial cavity; *n* = 3 mice for each group. Data represent mean ± s.e.m. Data in **f** and **i** were analyzed by two-tailed *t*-test. Images in **a**–**e** are representative of at least two independent experiments with similar results. Source data

scRNA-seq data showed that synovial macrophages (*Cd68*^+^*Adgre1*^+^) can be divided into a *Cx3cr1*^+^ population (previously described as lining macrophages^7^), which also express *Lyve1*, *Timd4* and *Folr2*, an *H2-Ab1*^+^ population (previously described as interstitial macrophages^7^) and a subpopulation within the *H2-Ab1*^+^ population expressing *Itgax* (encoding CD11c; Extended Data Fig. 2a–c). Unsupervised assessment of myeloid surface markers using flow cytometry also showed that myeloid cells in the healthy synovium can be divided into major histocompatibility complex class II^+^CD11c^–^ (MHCII^+^CD11c^–^), MHCII^+^CD11c^+^ and MHCII^–^LYVE1^+^ clusters, which also express CX_3_CR1 (Extended Data Fig. 2d,e). These data informed the gating strategy subsequently used in our study characterizing three subsets of synovial macrophages, CD11c^+^IAIE(MHCII)^+^, CD11c^–^MHCII^+^ and MHCII^–^Ly6C^−^LYVE1^+^CX_3_CR1^+^cells, which were phenotypically and morphologically distinct (Fig. 2d). MHCII^–^LYVE1^+^ macrophages expressed CX_3_CR1 and TIM4, whereas CD206 and CD64 were expressed in all three populations.

To investigate the spatial distribution of macrophages relative to PV1^+^ capillaries, we performed whole-mount synovial imaging vertically at the edge of whole-mounted synovium. This showed that α-smooth muscle actin^+^ (αSMA^+^) arterioles give rise to PV1^+^ capillaries at the L–SL interface, which were surrounded by LYVE1^+^ macrophages (Fig. 2e). CD11c^–^MHCII^+^ macrophages lined both PV1^–^ and PV1^+^ vasculature, whereas CD11c^+^MHCII^+^ mononuclear phagocytes (MNPs) specifically localized to PV1^+^ vessels (Fig. 2f). Therefore, all three macrophage subsets were found in proximity to PV1^+^ capillaries in the L–SL interface (Fig. 2g). When considering the synovium as a whole, lining macrophages varied in their distribution density, with far fewer cells in the central region (Fig. 2h). In the sublining layer, CD11c^+^MHCII^+^ MNPs predominantly localized in the periphery, whereas CD11c^–^MHCII^+^ macrophages were uniformly distributed throughout the synovium (Fig. 2h). Sagittal sections confirmed that the density of lining macrophages and the thickness of the lining layer were significantly greater at the peripheral area near the meniscus between the femur and tibia than at the central area (Fig. 2i).

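Synovial macrophages of WT mice were sorted into LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ subsets, and the RNA of each sorted population was sequenced in bulk, which counts the reads that fall on each gene without separating single cells. The experiment comprised 18 libraries. Each of the 3 subsets had 3 libraries from untreated mice and 3 from mice injected with immune complexes (IC), and each library held the cells of 6 legs pooled from 3 mice. The authors trimmed the reads with Trim Galore, aligned them to mm10 (GRCm38) with HISAT2, assigned them to genes with the Rsubread package and deposited raw counts for 24421 gene symbols. The paper's text does not name the gene annotation, the strand setting, the handling of reads that match several genes or whether duplicate reads were removed, so the limits given for these counts cover counting error only. In untreated mice, the total count per library was 837439 to 985186 (median 882944) for MHCII+CD11c- macrophages, 1589668 to 2172358 (median 1981823) for MHCII+CD11c+ macrophages and 1509070 to 1801039 (median 1543289) for LYVE1+CX_3_CR1+ macrophages. A gene with 3 counts, the floor used here, stood at 3.67 CPM (the count scaled to a common library total) in the smallest of these libraries and at 1.45 CPM in the largest. For the comparisons, the counts were scaled with edgeR's TMM method, and its filterByExpr function kept 10550 genes. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes was fitted to the 18 libraries in their 6 groups, with an adjusted p of 0.05 as the threshold. The paper names DESeq2 for this step and the sva package for batch effects. DESeq2's test was run as an alternative for counts of called genes and for single genes. A surrogate variable from sva was added for counts of called genes only. Ranges of p over the alternatives of a gene or a gene list therefore do not cover sva. Levels are TMM-scaled CPM, given as the mean ± SD over 3 libraries, and coordinates are those of GRCm38.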

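The transcripts of 3 proteins used for the sort were highest in the libraries labelled for them. *Lyve1* (chromosome 7 from 110850607 to 110862953) stood at 2372 ± 197 CPM (SD, n = 3) in untreated LYVE1+CX_3_CR1+ macrophages, 796 ± 90.02 in MHCII+CD11c- and 378 ± 56.2 in MHCII+CD11c+ macrophages. *Itgax*, which encodes CD11c (chromosome 7 from 128129526 to 128150657), stood at 269 ± 32.1 CPM in MHCII+CD11c+ macrophages, against 6.02 ± 6.29 in MHCII+CD11c- and 1.71 ± 2.09 in LYVE1+CX_3_CR1+ macrophages. *Cx3cr1* (chromosome 9 from 120048683 to 120068296) was at 772 ± 60.9 CPM in LYVE1+CX_3_CR1+ macrophages, with log2 fold changes of 1.47 (SE 0.19, adjusted p = 6.10e-06) over MHCII+CD11c- and 3.54 (SE 0.21, adjusted p = 1.45e-12) over MHCII+CD11c+ macrophages, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same test, *Vsig4* (chromosome X from 96247201 to 96293438), at 1543 ± 244 CPM, gave 2.60 (SE 0.22, adjusted p = 4.91e-09) and 4.95 (SE 0.25, adjusted p = 1.01e-13). *Sparc* (chromosome 11 from 55394159 to 55420080), at 895 ± 155 CPM, gave 1.99 (SE 0.31, adjusted p = 7.90e-05) and 4.37 (SE 0.35, adjusted p = 6.09e-10). The class II gene *H2-Ab1* (chromosome 17 from 34263227 to 34269418) went the other way, from 20.2 ± 0.202 CPM in LYVE1+CX_3_CR1+ macrophages to 4626 ± 105 in MHCII+CD11c- and 7162 ± 609 in MHCII+CD11c+ macrophages, log2 fold changes of −7.83 (SE 0.23, adjusted p = 3.93e-19) and −8.46 (SE 0.23, adjusted p = 9.81e-20). *Retnla* (chromosome 16 from 48842609 to 48844461), at 129 ± 65.9, 2748 ± 707 and 3982 ± 1617 CPM in the same order, gave −4.42 (SE 0.43, adjusted p = 4.78e-08) and −4.95 (SE 0.44, adjusted p = 3.53e-09). Each of these differences kept its direction and its side of the threshold in every fit that left out 1 library. Between the MHCII+ subsets, *H2-Ab1* was higher in MHCII+CD11c+ macrophages by 0.63 (SE 0.16, adjusted p = 0.0248), a call that only 1 of the 6 fits leaving out a library kept, the fit without the first MHCII+CD11c+ library. *Retnla* did not differ between them, with a log2 fold change of 0.54 (SE 0.37, adjusted p = 0.519).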

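Across all genes, 1207 differed between untreated LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages (456 higher and 751 lower in LYVE1+CX_3_CR1+ macrophages), 2303 between LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages (1000 higher, 1303 lower) and 368 between MHCII+CD11c+ and MHCII+CD11c- macrophages (199 higher and 169 lower in MHCII+CD11c+ macrophages). The values of the 3 libraries in each group did not overlap for 1169, 2275 and 356 of these genes. Among all genes tested, 28.9%, 41.3% and 22.3% had groups that did not overlap, where chance gives 10% for 3 against 3. The alternative that moved the first pair of counts most was to test only the 3798 genes with at least 10 counts in every library, which gave 750 and 1291 genes, and the last count was 587 when 1 surrogate variable from svaseq was added. Leaving out 1 library moved the last count by over 1.5 times in 4 fits, to 187 without the third untreated MHCII+CD11c- library, to 214 and 225 without the second and the third untreated MHCII+CD11c+ library, and to a number between these without the second untreated MHCII+CD11c- library.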

Bulk RNA-seq of the sorted macrophage subsets showed that they were transcriptionally distinct, with LYVE1^+^CX_3_CR1^+^ macrophages expressing markers of lining macrophages (*Cx3cr1*, *Vsig4* and *Sparc*) and CD11c^+^MHCII^+^ and CD11c^–^MHCII^+^ macrophages demonstrating transcriptional similarity to interstitial macrophages (*H2-Ab1* and *Retnla*^7^; Fig. 3a–d). 

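The signatures of the cited study were not used here. In their place, lists of IL-4 response and TNF response genes were written from general knowledge, and each was tested in the 3 comparisons of untreated subsets with camera at a preset inter-gene correlation of 0.01 and with fry, both of the limma package, with Benjamini-Hochberg adjustment over the 21 tests of 7 lists. The 32 tested genes of the IL-4 response list had a median log2 fold change of −1.31 in LYVE1+CX_3_CR1+ against MHCII+CD11c- macrophages (camera adjusted p = 3.88e-18) and −2.35 against MHCII+CD11c+ macrophages (camera adjusted p = 9.71e-17). With genes at the floor in a group set to their bound, these medians were −1.22 over 30 genes and −1.93 over 32. In MHCII+CD11c+ against MHCII+CD11c- macrophages the median was 0.39 (camera adjusted p = 5.01e-04). All 3 comparisons of this list also passed the threshold under fry (adjusted p = 1.14e-08, 2.85e-09 and 0.00112). The last of them turned to a median of −0.17 when only genes with at least 10 counts in every library were tested (camera adjusted p = 0.496; 3.04e-05 to 0.496 over its alternatives). The 48 genes of the TNF response list were lower in LYVE1+CX_3_CR1+ macrophages, with medians of −0.60 against MHCII+CD11c- (camera adjusted p = 2.92e-07; fry 0.00324) and −0.33 against MHCII+CD11c+ macrophages (camera adjusted p = 0.00153; fry 0.00653). With genes at the floor at their bound the first of these was −0.58. The second did not pass the camera threshold with at least 10 counts in every library (adjusted p = 0.176; 2.24e-04 to 0.176 over its alternatives). Between MHCII+CD11c+ and MHCII+CD11c- macrophages the list did not differ (median −0.13, camera adjusted p = 0.348), although it passed with at least 10 counts in every library (camera adjusted p = 0.0498; 0.0498 to 0.695 over its alternatives).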

Compared to reference transcriptional signatures obtained from macrophages activated with different stimuli^27^, CD11c^+^MHCII^+^ MNPs were enriched for gene sets associated with M2 stimuli (interleukin-4 (IL-4) and IL-13), whereas LYVE1^+^CX_3_CR1^+^ macrophages were enriched for tumor necrosis factor (TNF) and high-density lipoprotein stimulation signatures (Fig. 3e,f). Pathway analysis showed that LYVE1^+^CX_3_CR1^+^ macrophages expressed genes related to endocytosis and the lysosome, whereas the MHCll^+^ subsets were enriched for gene sets related to cell adhesion and antigen processing and presentation (Fig. 3g).

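The gene sets of the pathway analysis were not used here, and lists of lysosome, endocytosis, antigen processing and presentation, and cell adhesion genes were tested in the same way. Of the 68 lysosome genes, 52 had higher fitted values in LYVE1+CX_3_CR1+ than in MHCII+CD11c- macrophages and 58 than in MHCII+CD11c+ macrophages. Their median log2 fold changes were 0.41 (camera adjusted p = 7.99e-07; fry 0.00324) and 0.56 (camera adjusted p = 4.24e-08; fry 1.44e-04), and that of MHCII+CD11c+ against MHCII+CD11c- macrophages was −0.23 (camera adjusted p = 0.00355; fry 0.108, not past the threshold). The camera call of this last comparison was lost without the third untreated MHCII+CD11c+ library (adjusted p = 0.0622) and with at least 10 counts in every library (0.0673; 1.73e-04 to 0.0673 over its alternatives). The 70 endocytosis genes rose by a median of 0.17 in LYVE1+CX_3_CR1+ against MHCII+CD11c+ macrophages (camera adjusted p = 0.0148; fry 0.00376) and did not pass against MHCII+CD11c- macrophages (median 0.08, camera adjusted p = 0.101), except with no filter on low counts (camera adjusted p = 0.0140; 0.0140 to 0.239 over its alternatives). The 35 antigen presentation genes were lower in LYVE1+CX_3_CR1+ macrophages, by medians of −0.38 against MHCII+CD11c- (camera adjusted p = 1.56e-31; fry 1.88e-08) and −0.55 against MHCII+CD11c+ macrophages (camera adjusted p = 1.62e-21; fry 1.14e-08). The sort itself used class II, since LYVE1+CX_3_CR1+ macrophages were gated as MHCII- and the other subsets as MHCII+. Without the class II genes, the 25 remaining genes did not pass (medians −0.21 and −0.22, camera adjusted p = 0.530 and 0.605). The 49 tested cell adhesion genes had medians of −0.23 in LYVE1+CX_3_CR1+ against MHCII+CD11c- macrophages and −0.85 against MHCII+CD11c+ macrophages, and neither passed (camera adjusted p = 0.348 and 0.191). With no filter on low counts the second of these passed (camera adjusted p = 0.0155; 0.0155 to 0.645 over its alternatives). Over the 7 lists, 13 of the 21 tests passed under camera, and between 10 and 15 did under the alternatives. Fewer passed under fry, where lysosome, endocytosis and antigen presentation did not pass between MHCII+CD11c+ and MHCII+CD11c- macrophages.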

**Fig. 3:**
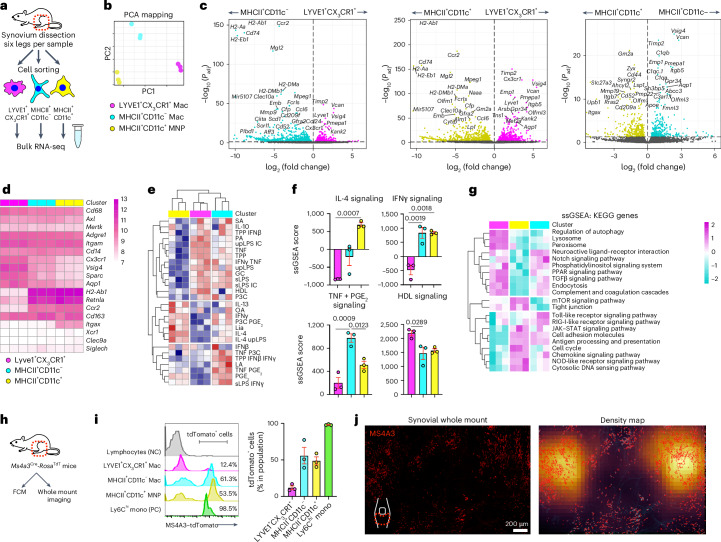
Three subsets of synovial macrophages show distinct transcriptomes and ontogenies. **a**, Illustration of the experimental protocol. **b**, Principal component analysis (PCA) of three subsets of synovial macrophages by RNA-seq; *n* = 3 mice for each plot and *n* = 9 mice for each population. **c**, Volcano plots showing DEGs between LYVE1^+^CX_3_CR1^+^, MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages from WT mice; *P*_adj_, adjusted *P* value. **d**, Heat map of the expression of canonical macrophage genes (normalized values) and dendritic cell markers in LYVE1^+^CX_3_CR1^+^, MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages from bulk RNA-seq analysis. **e**, Heat map of single-sample gene set enrichment analysis (ssGSEA) of three synovial macrophage subsets by RNA-seq. The signature genes from a previously published dataset (Xue et al.^27^) describing the transcriptional programs activated with 28 different stimuli were used; TPP, TNF+PGE_2_+P3C; IFN, interferon; PA, palmitic acid; LPS, lipopolysaccharide; TNF, tumor necrosis factor; GC, glucocorticoid; HDL, high-density lipoprotein; P3C, Pam3CysSerLys4; OA, oleic acid; Lia, linoleic acid; LA, lauric acid; sLPS, standard lipopolysaccharide; upLPS, ultrapure lipopolysaccharide. **f**, Quantification of ssGSEA scores for signaling pathways of the indicated stimuli for each subset; *n* = 3 mice for each plot and *n* = 9 mice for each population. Data represent mean ± s.e.m. **g**, Heat map of ssGSEAs of three synovial macrophage subsets with KEGG enrichment analysis (scaled normalized values). **h**, Illustration of the experimental protocol; FCM, flow cytometry. **i**, Flow cytometric analysis of MS4A3–tdTomato positivity of the indicated macrophage subsets from 10-week-old mice; *n* = 3 mice for each group. Data represent mean ± s.e.m.; NC, negative control; mono, monocytes; PC, positive control. **j**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium and density map of MS4A3–tdTomato. Images are representative of three animals with similar results. Data in **f** were analyzed by one-way ANOVA with Tukey’s post hoc test, and data in **c** were analyzed by Wald test. Source data

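On the 500 most variable genes of the 9 untreated libraries, the first principal component held 68.4% of the variance and the second 12.1%. The mean distance between libraries of different subsets on these components was 58.6, against 9.12 between libraries of the same subset, a ratio of 6.42. The smallest distance between libraries of different subsets, 29.0, was above the largest distance within a subset, 19.1. The means of LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages lay 76.8 apart, those of LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages 61.9 and those of the MHCII+ subsets 35.4. The ratio was 4.39 with all genes past the filter, 8.85 with at least 10 counts in every library and 10.4 without the first untreated MHCII+CD11c- library. Of the genes labelled on the volcano plots (Fig. 3c), all 12 on the LYVE1+CX_3_CR1+ side and all 22 on the MHCII+ side passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in both comparisons of LYVE1+CX_3_CR1+ macrophages with an MHCII+ subset. All 13 labelled on the MHCII+CD11c+ side and 14 of the 15 on the MHCII+CD11c- side passed in the comparison of these 2 subsets. Adjusted over the list alone, all 15 did. These lists were chosen by the study on these samples, so these counts are not independent evidence. The largest falls of class II genes in LYVE1+CX_3_CR1+ macrophages were those of *H2-Aa* (−10.34 (SE 0.23, adjusted p = 2.01e-21)) and *H2-Eb1* (−10.17 (SE 0.34, adjusted p = 1.11e-17)) against MHCII+CD11c+ macrophages. *Ccl17* and *Ccl22* were at or under the floor in MHCII+CD11c- macrophages and at least 19.7-fold and at least 18.1-fold higher in MHCII+CD11c+ macrophages. The paper states from these data that the 3 subsets are transcriptionally distinct, and relates LYVE1+CX_3_CR1+ macrophages to lining and the MHCII+ subsets to interstitial macrophages by their marker genes.

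**Figure D1:**
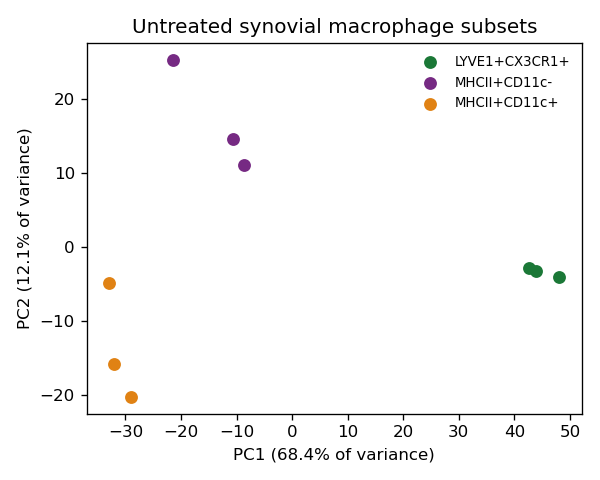
Position of the 9 untreated libraries on the first (68.4% of the variance) and second (12.1%) principal components of the log2 CPM of the 500 most variable genes, with 3 libraries per subset. Each point is 1 library. The LYVE1+CX_3_CR1+ libraries lie apart from both MHCII+ subsets on the first component, and the MHCII+CD11c- and MHCII+CD11c+ libraries lie apart on the second.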

We next investigated the kinetics of synovial macrophage replenishment by circulating monocytes using *Ms4a3*^Cre^*-Rosa*^TdT^ mice. *Ms4a3* is specifically expressed by granulocyte–monocyte progenitors, and this model efficiently fate maps monocytes and granulocytes but not lymphocytes or tissue dendritic cells^28^. In accordance with published reports showing that MHCII^+^ macrophages are replaced faster than MHCII^–^ macrophages in other organs^28^, in the synovium, almost half of MHCII^+^ macrophages were tdTomato^+^, whereas most of LYVE1^+^CX_3_CR1^+^ macrophages were tdTomato^–^ (Fig. 3h,i). An equivalent proportion of MHCII^+^CD11c^+^ MNPs were tdTomato^+^ compared to MHCII^+^CD11c^–^ macrophages, indicating that MHCII^+^CD11c^+^ MNPs have an ontogenic profile similar to macrophages rather than dendritic cells. Whole-mount synovial imaging of *Ms4a3*^Cre^*-Rosa*^TdT^ mice showed that tdTomato^+^ cells were predominantly distributed at the periphery of the synovium (Fig. 2j and Extended Data Fig. 3b).

### Synovial macrophages sample circulating ICs and present antigens

Given their proximity to PV1^+^ capillaries, we next investigated the capacity of synovial macrophages to take up circulating ICs in vivo. Two hours following i.v. administration, ICs extravasated from PV1^+^ capillaries at the L–SL interface (Fig. 4a,b), and uptake was evident mainly in LYVE1^+^CX_3_CR1^+^ macrophages, consistent with a previous report^24^. CD11c^+^MHCII^+^ and CD11c^–^MHCII^+^ macrophages were also capable of internalizing ICs, with a greater IC uptake than OVA alone (Fig. 4c,d and Extended Data Fig. 3c). Notably, CD11c^+^MHCII^+^ MNPs were also able to internalize and present circulating peptide (Eα; Fig. 4e–g), consistent with their enrichment for antigen processing and presentation gene sets (Fig. 3g).

**Fig. 4:**
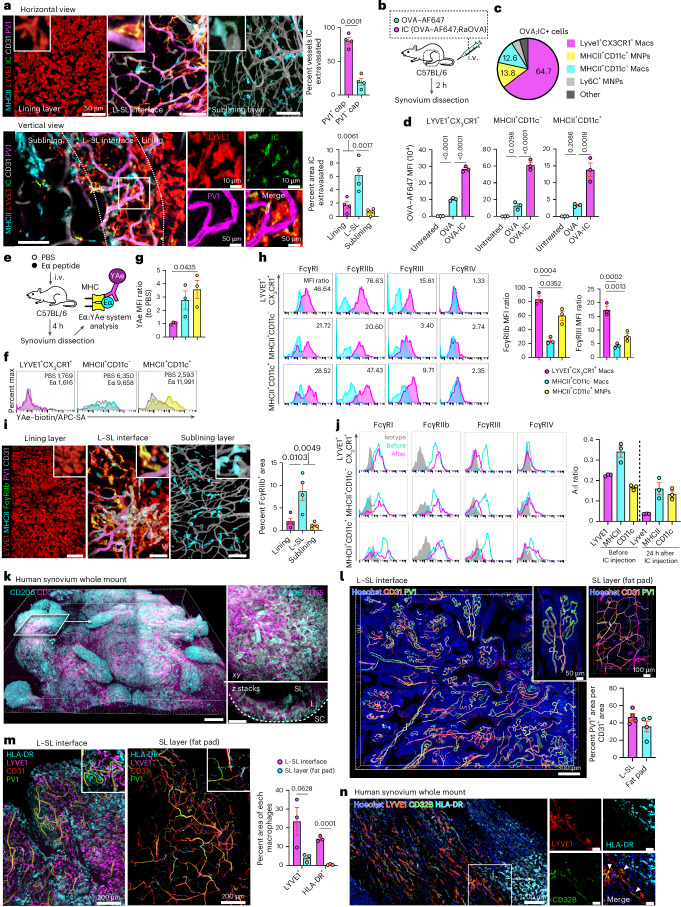
Synovial macrophages sample circulating ICs, and MHCII^+^ macrophages present antigens. **a**, Three-dimensional reconstruction of representative confocal images of the indicated layers and vertical views of whole-mount synovium from WT mice injected i.v. with OVA–AF647;RaOVA (40 μg of OVA–AF647 + 150 μg of RaOVA) 2 h before analysis. Quantification of the percentage of OVA-IC^+^ area within PV1^+^ and PV1^−^CD31^+^ area and the percentage of OVA-IC^+^ area in the lining layer, L–SL interface and sublining layer is shown on the right; *n* = 4 mice for each group. **b**, Schematic diagram showing the protocol. **c**, Pie graph showing the mean percentage of OVA-IC^+^ macrophage subsets among all OVA-IC^+^ cells; *n* = 3 mice. **d**, Scatter plots of mean fluorescence intensity (MFI) of OVA–AF647 and OVA–AF647;RaOVA; *n* = 3 mice for each group. **e**, Schematic diagram showing the protocol of antigen presentation in vivo using the Eα:YAe system. **f**,**g**, Flow cytometric analysis (**f**) and quantification (**g**) of YAe MFI of the indicated macrophage subsets from mice injected i.v. with Eα divided by that observed in macrophages from mice injected with PBS. Shaded regions indicate mice injected with PBS control; *n* = 3 mice for each group. **h**, Flow cytometric analysis of different types of synovial macrophages with indicated FcγRs. Cyan regions indicate staining with isotype controls. Scatter plots show the MFI ratio of each FcγR and isotype controls on each subset; *n* = 3 mice for each group. **i**, Three-dimensional reconstruction of representative confocal images of the indicated layers of whole-mount synovium; scale bars, 50 μm. Quantification of the percentage of FcγRllb^+^ area in the indicated layers is shown on the right; *n* = 4 mice for each group. **j**, Flow cytometric analysis of different types of synovial macrophages with the indicated FcγRs before and 24 h after IC injection. Gray regions indicate staining with isotype controls. The FcγR A:I ratios were calculated according to MFI ratios of activating (FcγRlll and FcγRlV) and inhibitory FcγRllb before and 24 h after IC injection on each subset; *n* = 3 mice for each group. **k**, Three-dimensional reconstruction of representative confocal images of whole-mount human synovium; scale bars, 100 (left) and 30 μm (right); L, lining layer; SL, sublining layer; SC, synovial cavity. **l**, Three-dimensional reconstruction of representative confocal images of whole-mount human synovium. Quantification of PV1^+^ area among CD31^+^ area in each layer; *n* = 3 individuals for each group. **m**, Three-dimensional reconstruction of representative confocal images of whole-mount human synovium. Quantification of LYVE1^+^ and HLA-DR^+^ area in the visual field is shown on the right; *n* = 3 individuals for each group. **n**, Three-dimensional reconstruction of representative confocal images of whole-mount human synovium; scale bars (right), 100 μm. Images are representative of at least two independent experiments with similar results. The arrowheads indicate the merged area for LYVE1 and CD32B. Data in **a** and **m** were analyzed by two-tailed *t-*test, and data in **d** and **g**–**i** were analyzed by one-way ANOVA with Tukey’s post hoc test. Data in **a**, **d**, **g**–**j**, **l** and **m** are shown as mean ± s.e.m. Source data

Because Fcγ receptors (FcγRs) bind to the Fc portion of IgG to mediate the cellular effector responses to ICs, we analyzed their expression in synovial macrophages. Of note, the relative expression of activating receptors (FcγRIII/FcγRIV) and the inhibitory receptor (FcγRIIb) determines the activation threshold of a cell when encountering IgG ICs, termed the A:I ratio (Extended Data Fig. 3d)^29^. Flow cytometric analysis showed that LYVE1^+^CX_3_CR1^+^ macrophages expressed higher levels of FcγRIIb and FcγRIII than the other two subsets, but FcγRIV expression was absent in synovial macrophages (Fig. 4h). Whole-mount synovium imaging showed FcγRII/FcγRIII expression mostly at the L–SL interface on LYVE1^+^ macrophages (Fig. 4i and Extended Data Fig. 3e,f). Circulating ICs led to downregulation of FcγRIII expression in all three subsets, whereas the expression of the inhibitory receptor (FcγRIIb) was maintained (Fig. 4j), thereby increasing the activation threshold and preventing excessive (and potentially damaging) responses to circulating ICs.

To determine if this microarchitectural arrangement was present in human synovium, we optimized a whole-mount imaging system for human knee joint synovium using clearing-enhanced 3D (Ce3D), a tissue clearing solution (Extended Data Fig. 3g)^30^. Beneath the CD55^+^ lining layer fibroblasts^6^ (Fig. 4k and Extended Data Fig. 3h), an abundant PV1^+^ capillary network was present (Fig. 4l) and was tightly covered with LYVE1^+^ and HLA-DR^+^ macrophages and some LYVE1^+^ macrophages expressing CD32B (FCGR2B), whereas fat pad capillaries were scantily lined with perivascular macrophages (Fig. 4m,n), analogous to our observations in mouse synovium.

### Systemic IC challenge induced distinct responses in synovial macrophage subsets

To further interrogate synovial macrophage responses to ICs, we performed bulk RNA-seq on sorted subsets following i.v. IC challenge in vivo in wild-type (WT) and FCGR2B-deficient (*Fcgr2b*^−/−^) mice (Fig. 5a). 

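In this experiment the paper injected WT mice intravenously with IC, antibody bound to its antigen, and sorted the same 3 subsets 8 h later for bulk RNA-seq. Libraries of *Fcgr2b*-/- mice were not analysed here, so every value below is from WT mice, with 3 libraries with IC and 3 from untreated mice in each subset. With IC, the total count per library was 1796782 to 2047260 (median 1914406) for LYVE1+CX_3_CR1+ macrophages, 671244 to 1614423 (median 1306815) for MHCII+CD11c+ macrophages and 245903 to 973951 (median 381217) for MHCII+CD11c- macrophages. The second MHCII+CD11c- library with IC, the smallest of the 18, had 3.77 CPM for each count, so that a gene with 3 counts stood at 11.3 CPM in it. The second and first MHCII+CD11c- libraries with IC had counts for 9700 and 10666 genes, and every other library had counts for at least 11712. The counts were made and tested as for the untreated subsets, in the same fit, and each subset with IC was compared with its own untreated libraries. The difference between the responses of 2 subsets was tested as an interaction in that fit.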

IC challenge was associated with increased *Fcgr2b* expression in LYVE1^+^CX_3_CR1^+^ macrophages in WT mice, consistent with a negative feedback loop (Fig. 5b). 

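In LYVE1+CX_3_CR1+ macrophages, *Fcgr2b* (chromosome 1 from 170960558 to 170976071) rose from 256 ± 31.4 to 531 ± 56.1 CPM with IC, a log2 fold change of 1.05 (SE 0.16, adjusted p = 0.00102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 libraries with IC lay above the 3 untreated ones, and the log2 fold change stayed between 0.99 and 1.15, and the call was kept, in the 6 fits that each left out 1 library. The change was 0.35 (SE 0.16, adjusted p = 0.312) in MHCII+CD11c- and 0.50 (SE 0.16, adjusted p = 0.189) in MHCII+CD11c+ macrophages, from the same test, neither past the threshold. DESeq2 called the change in MHCII+CD11c+ macrophages (adjusted p = 0.0226; 0.0226 to 0.559 over its alternatives). The interaction test did not call *Fcgr2b* between any 2 subsets. In untreated mice, *Fcgr2b* was lower in LYVE1+CX_3_CR1+ than in MHCII+CD11c- macrophages by −0.66 (adjusted p = 0.00752, edgeR's quasi-likelihood test), a call kept in 4 of 6 fits that left out 1 library. Against MHCII+CD11c+ macrophages the difference was −0.78 (adjusted p = 6.44e-04, same test), kept in all 6. By flow cytometry, the paper found more FcγRIIb protein on LYVE1+CX_3_CR1+ macrophages. The neighbouring genes *Fcgr3* and *Fcgr4* are similar in sequence, and the paper's text does not name how reads that match several genes were counted, so the split of reads between the 3 genes is uncertain. In LYVE1+CX_3_CR1+ macrophages *Fcgr3* had a log2 fold change of 0.08 (SE 0.14, adjusted p = 0.958 from the same test).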

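With IC, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 49 genes in LYVE1+CX_3_CR1+ macrophages, 112 in MHCII+CD11c- and 71 in MHCII+CD11c+ macrophages, 186 different genes in all. Of these, 32 were called in LYVE1+CX_3_CR1+ macrophages alone, 74 in MHCII+CD11c- and 41 in MHCII+CD11c+ macrophages alone. The 7 genes called in all 3 subsets (*Abca9*, *Fcgr1*, *Hspa5*, *Ms4a6c*, *Ms4a6d*, *Msr1* and *Pdia6*) were 3.76% of the 186 (95% Wilson interval 1.83% to 7.56%). The share was 0.976% when each comparison was fitted to its own 6 libraries and 8.00% with no filter on low counts. It fell to 0.667%, 2.07% and 1.37% without the first, the second and the third untreated LYVE1+CX_3_CR1+ libraries, to 1.33% and 1.35% without the first and second LYVE1+CX_3_CR1+ libraries with IC, to 2.34% without the second untreated MHCII+CD11c+ library and to 2.29% without the third MHCII+CD11c- library with IC. Without the second MHCII+CD11c- library with IC it rose to 6.09%. Genes called in one subset but not in another mostly had a fitted change of the same direction in the other. Of those called in LYVE1+CX_3_CR1+ macrophages this held for 32 of the 33 not called in MHCII+CD11c- and 38 of the 41 not called in MHCII+CD11c+ macrophages. It held for 84 of 96 and 76 of 83 genes called in MHCII+CD11c- but not in LYVE1+CX_3_CR1+ or MHCII+CD11c+ macrophages, respectively, and for 57 of 63 and 41 of 42 called in MHCII+CD11c+ but not in LYVE1+CX_3_CR1+ or MHCII+CD11c- macrophages.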

Less than 3% of DEGs were shared among the three macrophage subsets in both WT and FCGR2B-deficient mice, indicating subset-specific responses to circulating IC challenge (Fig. 5c). 

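MHCII+CD11c- and MHCII+CD11c+ macrophages shared 29 of the called genes, 22 of them not called in LYVE1+CX_3_CR1+ macrophages. LYVE1+CX_3_CR1+ macrophages shared 9 genes with MHCII+CD11c- macrophages only and 1 with MHCII+CD11c+ macrophages only. *Fcgr1* (chromosome 3 from 96282909 to 96293969) rose in MHCII+CD11c- and MHCII+CD11c+ macrophages by 1.18 (SE 0.22, adjusted p = 0.00685) and 1.25 (SE 0.21, adjusted p = 0.00336), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in all 6 fits that left out 1 library of each comparison. It was also called in LYVE1+CX_3_CR1+ macrophages (0.99 (SE 0.21, adjusted p = 0.0213)), where only the fit without the third LYVE1+CX_3_CR1+ library with IC kept the call. The fit to the 6 MHCII+CD11c- libraries alone did not call *Fcgr1* (adjusted p = 0.133; 1.15e-04 to 0.133 over its alternatives). *Mmp19* (chromosome 10 from 128790910 to 128800827) rose by 1.54 (SE 0.33, adjusted p = 0.0183) in MHCII+CD11c- and 1.20 (SE 0.26, adjusted p = 0.0259) in MHCII+CD11c+ macrophages, from the same test, and by 0.57 in LYVE1+CX_3_CR1+ macrophages (adjusted p = 0.743). *Irf7* (chromosome 7 from 141263183 to 141266499) rose by 1.34 (SE 0.32, adjusted p = 0.0355) and 1.42 (SE 0.29, adjusted p = 0.0171) in MHCII+CD11c- and MHCII+CD11c+ macrophages and by 0.53 in LYVE1+CX_3_CR1+ macrophages (adjusted p = 0.708). The calls of *Mmp19* and *Irf7* moved with single libraries. *Mmp19* was lost in MHCII+CD11c- macrophages without the first or the third untreated library or the first with IC, and *Irf7* without any 1 of the untreated libraries or the first with IC. *Mmp19* was kept in MHCII+CD11c+ macrophages only without the third library with IC, and *Irf7* only without the first untreated library or the first with IC. The fit to the 6 MHCII+CD11c- libraries alone called neither (adjusted p = 0.0804 for *Mmp19*, 0.00124 to 0.103 over its alternatives, and 0.0773 for *Irf7*, 0.00609 to 0.141). *Cxcl13* (chromosome 5 from 95956939 to 95961068) was at or under the floor in untreated MHCII+CD11c- macrophages and at least 13.0-fold higher with IC (adjusted p = 0.00105). It rose in MHCII+CD11c+ macrophages by 3.48 (SE 0.67, adjusted p = 0.0140), a call lost without the second untreated library (adjusted p = 0.0989) or the third with IC (0.212; 0.0110 to 0.212 over its alternatives). In LYVE1+CX_3_CR1+ macrophages it was at or under the floor with and without IC.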

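Whether a response differed between subsets was tested as an interaction in the same fit. The power of this test with 3 libraries per group was not measured, so few calls do not show equal responses. Between LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages 0 of the 10550 genes passed, with 688 at an unadjusted p under 0.05, where 527.5 are expected by chance. The smallest p were those of the class II genes *H2-Ab1* and *H2-Aa* (both adjusted p = 0.107, same interaction test). They changed by 0.77 and 0.98 in LYVE1+CX_3_CR1+ and by −0.68 and −0.84 in MHCII+CD11c- macrophages. Between LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages 1 gene passed (*Vcan*) with 474 at an unadjusted p under 0.05, and between MHCII+CD11c+ and MHCII+CD11c- macrophages 1 gene (*Akap11*) with 642. Testing with no filter on low counts moved these counts most, to 20, 27 and 29, and the Wald test of DESeq2 called 11 genes in the first and 3 in the second comparison.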

CD11c^+^MHCII^+^ and CD11c^–^MHCII^+^ macrophages shared more DEGs, including *Fcgr1*, *Mmp19*, *Irf7* and *Cxcl13*, than LYVE1^+^CX_3_CR1^+^ macrophages (Fig. 5c and Extended Data Fig. 4a). Pathway enrichment analysis using upregulated genes showed that LYVE1^+^CX_3_CR1^+^ macrophages were enriched with gene sets related to neutrophil migration, whereas CD11c^+^MHCII^+^ macrophages were enriched with gene sets related to cell adhesion and migration after IC stimulation (Fig. 5d).

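The GO terms of the paper were not used here. Of the lists written from general knowledge or taken from the paper's figures, 10 were tested after IC in each subset, 30 tests in all with Benjamini-Hochberg adjustment, and 19 passed under camera (between 17 and 22 under the alternatives). Fewer passed under fry. These were neutrophil migration and endoplasmic reticulum stress in all 3 subsets, sterol synthesis in LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages and interferon response in MHCII+CD11c+ macrophages. The 44 tested genes of the neutrophil migration list rose in all 3 subsets, with median log2 fold changes of 0.16 in LYVE1+CX_3_CR1+ (camera adjusted p = 3.59e-04; fry 0.0115), 0.23 in MHCII+CD11c- (camera adjusted p = 0.00399; fry 0.0164) and 0.42 in MHCII+CD11c+ macrophages (camera adjusted p = 3.36e-09; fry 3.46e-04). With genes at the floor in a group set to their bound, and those at the floor in both left out, the median in LYVE1+CX_3_CR1+ macrophages was 0.22. The list shares 4 genes with a list of neutrophil markers, and without them the 40 other genes still rose in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (fry adjusted p = 0.00573, 0.0113 and 2.39e-04 over these 3 tests). This does not exclude neutrophil RNA, since the 40 genes were not tested for expression in neutrophils. The largest mean level of a neutrophil marker rose with IC from 330 to 849 CPM in MHCII+CD11c- and from 72.0 to 603 CPM in MHCII+CD11c+ macrophages. In LYVE1+CX_3_CR1+ macrophages it was 11.1 and 21.3 CPM. The camera call of the 44 genes in MHCII+CD11c- macrophages was lost with at least 10 counts in every library (camera adjusted p = 0.452; 4.10e-04 to 0.452 over its alternatives). The 49 cell adhesion genes passed under camera only in MHCII+CD11c+ macrophages (median 0.17, adjusted p = 0.0468), not under fry (adjusted p = 0.582), and not without the third untreated MHCII+CD11c+ library or the third with IC or with no filter on low counts (camera adjusted p = 0.534; 0.00151 to 0.534 over its alternatives). The camera adjusted p of this list was 0.928 in LYVE1+CX_3_CR1+ and 0.561 in MHCII+CD11c- macrophages, and without the second MHCII+CD11c- library with IC it was 0.00131 in MHCII+CD11c- macrophages (0.00131 to 0.991 over its alternatives). Whether a list's response differed between subsets was not tested.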

**Fig. 5:**
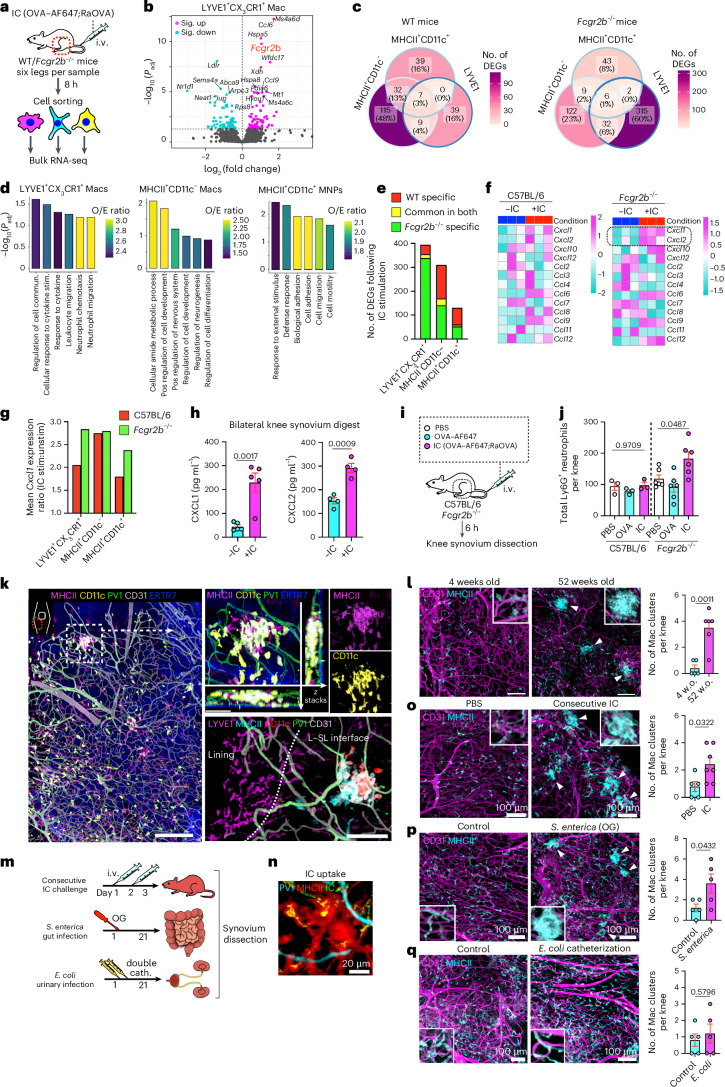
Systemic IC challenge induces distinct responses in synovial macrophage subsets. **a**, Schematic diagram showing the protocol for bulk RNA-seq. **b**, Volcano plot showing DEGs due to OVA-IC stimulation in LYVE1^+^CX_3_CR1^+^ macrophages from WT mice by RNA-seq; Sig., significantly. **c**, Venn diagram showing the number of common DEGs affected by IC stimulation between LYVE1^+^CX_3_CR1^+^, MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages in WT and *Fcgr2b*^−/−^ mice. **d**, Gene ontogeny (GO) analysis of DEGs specific to each macrophage type with all the DEGs of three macrophage subsets as the background gene list; commun., communication; stim., stimulation; Pos, positive; O/E, observed/expected. **e**, Number of DEGs in each synovial macrophage from WT and *Fcgr2b*^−/−^ mice and common DEGs in both strains. **f**, Heat map of the expression of chemokines (scaled normalized values) with or without IC injection in LYVE1^+^CX_3_CR1^+^ macrophages from WT and *Fcgr2b*^−/−^ mice. **g**, Ratio of mean *Cxcl1* expression in LYVE1^+^CX_3_CR1^+^, MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages from WT and *Fcgr2b*^−/−^ mice injected i.v. with or without ICs; stim/unstim, stimulated/unstimulated. **h**, CXCL1 and CXCL2 enzyme-linked immunosorbent assay (ELISA) of the synovial digestion from *Fcgr2b*^−/−^ mice with or without IC injection; *n* = 5 (CXCL1) and 4 (CXCL2) mice for each group. **i**, Schematic diagram showing the protocol. **j**, Flow cytometry quantification of synovial neutrophils (Ly6G^+^ gates) from WT and *Fcgr2b*^−/−^ mice injected i.v. with PBS, OVA or OVA;RaOVA 6 h before analysis; *n* = 3 (WT) and *n* = 6 (*Fcgr2b*^−/−^) mice. **k**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium depicting an MHCII^+^ macrophage cluster around PV1^+^ capillaries; scale bars, 200 (left), 50 (top right) and 100 μm (bottom right). Images are representative of at least two independent experiments with similar results. **l**, Number of MHCII^+^ macrophage clusters with a diameter of >30 μm in the whole-mount synovium in 4- and 52-week-old mice; *n* = 5 (4-week-old) and 6 (52-week-old) mice; w.o., weeks old; scale bars, 100 μm. **m**, Schematic diagram showing the protocol of systemic challenges. **n**,**o**, Number and images of MHCII^+^ macrophage clusters with a diameter of >30 μm in the whole-mount synovium in mice injected i.v. with PBS or OVA-IC over 2 consecutive days and analyzed 24 h after the last injection; *n* = 5 and 7 mice for each group. **p**, Number of MHCII^+^ macrophage clusters in mice infected orally with PBS or 5 × 10^6^ *S. enterica* serovar Typhimurium and analyzed after 3 weeks; *n* = 5 mice for each group; OG, oral gavage. The arrowheads in **l**, **o** and **p** mark macrophage clusters. **q**, Number of MHCII^+^ macrophage clusters in mice inoculated with two doses of 4 × 10^7^ uropathogenic *E. coli* into the bladder and analyzed after 3 weeks; *n* = 5 mice for each group. Data in **h**, **l** and **o**–**q** were analyzed by two-tailed *t*-test, data in **j** were analyzed by one-way ANOVA with Tukey’s post hoc test, and data in **b** were analyzed by Wald test. Data are shown as mean ± s.e.m. in **h**, **j**, **l** and **n**–**q**. Source data

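In LYVE1+CX_3_CR1+ macrophages 26 genes were higher and 23 lower with IC, in MHCII+CD11c- macrophages 58 and 54 and in MHCII+CD11c+ macrophages 51 and 20, each with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups of 3 libraries did not overlap for 48, 110 and 70 of the genes called, and for 19.1%, 14.2% and 18.5% of all genes tested, where chance gives 10%. The fit to the 6 libraries of each comparison gave 272 genes in LYVE1+CX_3_CR1+ and 19 in MHCII+CD11c- macrophages, and testing with no filter on low counts gave 250 in MHCII+CD11c+ macrophages. Single libraries moved them too. In LYVE1+CX_3_CR1+ macrophages 13 genes were called without the first library with IC, 18 without the second, and 20, 17 and 21 without the first, the second and the third untreated libraries. For MHCII+CD11c+ macrophages, 14 and 20 were called without the second and the third untreated libraries and 39 and 17 without the second and the third with IC. The count of MHCII+CD11c- macrophages was 52 and 58 without the second and the third untreated library, and 64, 182 and 180 without the first, the second and the third with IC. Of the 13 genes labelled as raised on the volcano plot of LYVE1+CX_3_CR1+ macrophages (Fig. 5b), 12 passed, and 13 did adjusted over the list alone. All 6 labelled as lowered passed in either way. The study chose these genes on these samples, so the counts are not independent evidence. The 5 genes with the largest rises in LYVE1+CX_3_CR1+ macrophages under the rule for naming genes were *Ms4a6d* (1.90 (SE 0.21, adjusted p = 1.51e-05)), *Fkbp5* (1.85, adjusted p = 0.0163), *Ccl6* (1.73, adjusted p = 4.84e-05), *Mcm2* (1.73, adjusted p = 0.0452) and *Il1b*. The call of *Ccl6* was kept in all 6 fits that left out 1 library. *Fkbp5* was called only in those without the third untreated LYVE1+CX_3_CR1+ library or the third with IC (adjusted p 4.20e-04 to 0.158 over its alternatives), and *Mcm2* only in the one without the second untreated LYVE1+CX_3_CR1+ library (0.0172 to 0.230). *Ms4a6d* and *Ms4a6c* belong to a family of similar genes, so the split of reads between them is uncertain. Among the genes that fell was *Nr1d1* (chromosome 11 from 98767932 to 98775377), which changed by −2.98 (SE 0.48, adjusted p = 0.00181). From the small share of genes common to the 3 subsets, the paper concludes that the response to circulating IC is specific to each subset. It describes the rise of *Fcgr2b* in LYVE1+CX_3_CR1+ macrophages as compatible with a negative feedback loop.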

FcγRIIb deficiency was associated with a greater increase in the number of DEGs in LYVE1^+^CX_3_CR1^+^ macrophages than in WT cells (Fig. 5e and Extended Data Fig. 4b), consistent with the high FcγRIIb expression detectable in this population. Because leukocyte activation- and neutrophil migration-associated genes were enriched in LYVE1^+^CX_3_CR1^+^ cells after i.v. IC challenge (Extended Data Fig. 4c), we further probed the expression of chemokines. We found a greater IC-induced upregulation of the neutrophil-recruiting chemokine *Cxcl1* in LYVE1^+^CX_3_CR1^+^ and CD11c^+^MHCII^+^ macrophages in *Fcgr2b*^−/−^ mice than in WT mice (Fig. 5f,g and Extended Data Fig. 4d), supporting the conclusion that FcγRllb is important for limiting neutrophil entry after IC challenge. 

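Only the WT libraries were analysed here, and the comparison with *Fcgr2b*-/- mice was not. *Cxcl1* (chromosome 5 from 90891245 to 90893121) stood at 65.0 ± 21.0 CPM (SD, n = 3) with IC and 31.8 ± 16.5 without in LYVE1+CX_3_CR1+ macrophages of WT mice, a ratio of means of 2.05 (exact permutation test, two-sided, p = 0.2). The levels in MHCII+CD11c+ macrophages were 50.5 ± 9.63 and 28.1 ± 7.53 CPM, a ratio of 1.80 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In MHCII+CD11c- macrophages they were 73.5 ± 53.9 and 26.7 ± 19.4 CPM, a ratio of 2.75 (exact permutation test, p = 0.4), and the second MHCII+CD11c- library with IC, at 11.3 CPM, held only 3 counts. Across all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.02 (SE 0.44, adjusted p = 0.476), 0.81 (SE 0.46, adjusted p = 0.632) and 1.55 (SE 0.50, adjusted p = 0.134) in LYVE1+CX_3_CR1+, MHCII+CD11c+ and MHCII+CD11c- macrophages, none past the threshold. Without the second MHCII+CD11c- library with IC the call in MHCII+CD11c- macrophages was made (adjusted p = 0.0195; 0.0195 to 0.488 over its alternatives). Leaving out 1 library moved the ratio between 1.63 and 2.78 in LYVE1+CX_3_CR1+, 1.56 and 2.01 in MHCII+CD11c+ and 2.12 and 4.73 in MHCII+CD11c- macrophages, the last of these without the third untreated library.

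**Figure D2:**
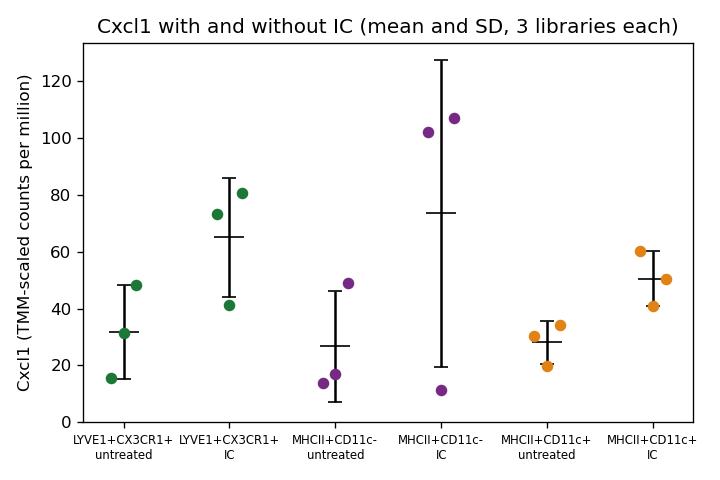
TMM-scaled CPM of *Cxcl1* in the 3 subsets of WT mice without and with IC. Each point is 1 library, and the bars mark the mean and SD of 3 libraries. The untreated and IC libraries overlap in LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages and do not overlap in MHCII+CD11c+ macrophages.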

We confirmed a significant increase in CXCL1 and CXCL2 protein expression and infiltrating neutrophils within the synovium of *Fcgr2b*^−/−^ mice following i.v. IC challenge (Fig. 5h–j).

Interestingly, given the enrichment of cell adhesion and migration gene sets in activated CD11c^+^MHCII^+^ macrophages, we occasionally noted clusters of MHCII^+^ macrophages tightly entwined around PV1^+^ capillaries in unchallenged synovium, with LYVE1^+^ macrophages absent from these aggregates (Fig. 5k). The number of these aggregates increased with age (Fig. 5l). We therefore hypothesized that they may arise in response to chronic circulating stimuli, including ICs, or those present in the context of inflammation/infection in distant organs. To test this, we challenged mice with i.v. IC twice over a period of 48 h (Fig. 5m). This resulted in the appearance of MHCII^+^ macrophage aggregates at 72 h (Fig. 5n,o). Furthermore, oral challenge with *Salmonella enterica* serovar Typhimurium, a colitogenic bacteria^31^, also induced synovial macrophage aggregates (Fig. 5p). However, chronic urinary tract infection with uropathogenic *Escherichia coli* did not induce macrophage aggregates in the synovium (Fig. 5q), suggesting that organ infection variably influences joints.

We next assessed the contribution of circulating monocytes to macrophage aggregate formation. A recent study^32^ established an in vivo protocol to fluorescently label intravascular leukocytes that were shielded from subsequent rounds of intravascular labeling once they entered tissues. We applied this system in our chronic IC stimulation model to assess the monocyte contribution to synovial macrophage aggregates. We administered i.v. ICs together with phycoerythrin (PE)-labeled anti-CD45 48 h before synovial collection, followed by administration of i.v. ICs and AF488-labeled anti-CD45 24 h before analysis (Extended Data Fig. 5a). Although we detected both 24- and 48-h time stamp signals in the spleen, synovial macrophage aggregates were not labeled with either 24- or 48-h time stamps (Extended Data Fig. 5b). Furthermore, using monocyte reporter *Ms4a3*^Cre^-*Rosa*^TdT^ mice, synovial macrophage aggregates were not labeled with tdTomato (Extended Data Fig. 5c), together indicating that these synovial macrophage clusters are derived from a local macrophage pool rather than circulating monocytes.

We next asked whether fibroblasts play any role as secondary effectors, responding to cues produced by FcγR-expressing synovial macrophages after IC challenge (Extended Data Fig. 6a). Bulk RNA-seq of flow-sorted fibroblasts showed 417 IC-induced genes in synovial fibroblasts (Extended Data Fig. 6b,c), including *Cxcl1*, *Cxcl13* and *Ccl8* (Extended Data Fig. 6d). Enrichment analysis also showed that inflammatory response gene pathways, including interferon and IL-6–JAK–STAT3 signaling pathways, were upregulated following IC challenge (Extended Data Fig. 6e).

Together, these data show distinct responses of synovial macrophage subsets to circulating IC challenge, with LYVE1^+^CX_3_CR1^+^ macrophages poised to trigger neutrophil recruitment but held in check by FcγRllb expression. By contrast, CD11c^–^MHCII^+^ and CD11c^+^MHCII^+^ macrophages can present circulating antigens and respond to systemic immune stimuli, including ICs, by forming tight clusters around fenestrated capillaries, thus forming a physical barrier that might limit the spread of potentially harmful blood-borne cargo into the joint. In addition, synovial fibroblasts may function as secondary effectors, responding to macrophage cues.

### Synovial macrophages activate nociceptors with IL-1β and nociceptors reciprocally enhance macrophage responses through CGRP

As joint pain is one of the most common features of systemic challenges, we next sought to determine the anatomical relationship between PV1^+^ capillaries and neurons. Sympathetic tyrosine hydroxylase^+^ (TH^+^) neurons primarily colocalized with αSMA^+^ arterioles in the sublining layer (Extended Data Fig. 7a), whereas calcitonin gene-related peptide^+^ (CGRP^+^) nociceptor neuronal fibers branched into the L–SL interface around PV1^+^ capillaries (Fig. 6a and Extended Data Fig. 7b). Quantification of the spatial location of macrophages, PV1^+^ vessels, PV1^–^CD31^+^ vessels and CGRP^+^ fibers (Extended Data Fig. 8) indicated that approximately 30–40% of each macrophage subset were in direct contact with PV1^+^ vessels with LYVE1^+^CX_3_CR1^+^ macrophages, and CD11c^+^ MNPs preferentially localized to PV1^+^ vessels compared to PV1^–^ vessels (Fig. 6b). The average distance between CGRP^+^ fibers and macrophages was within 30 μm, and CD11c^+^ MNPs had the highest overlapped volume with CGRP^+^ fibers (Fig. 6c).

**Fig. 6:**
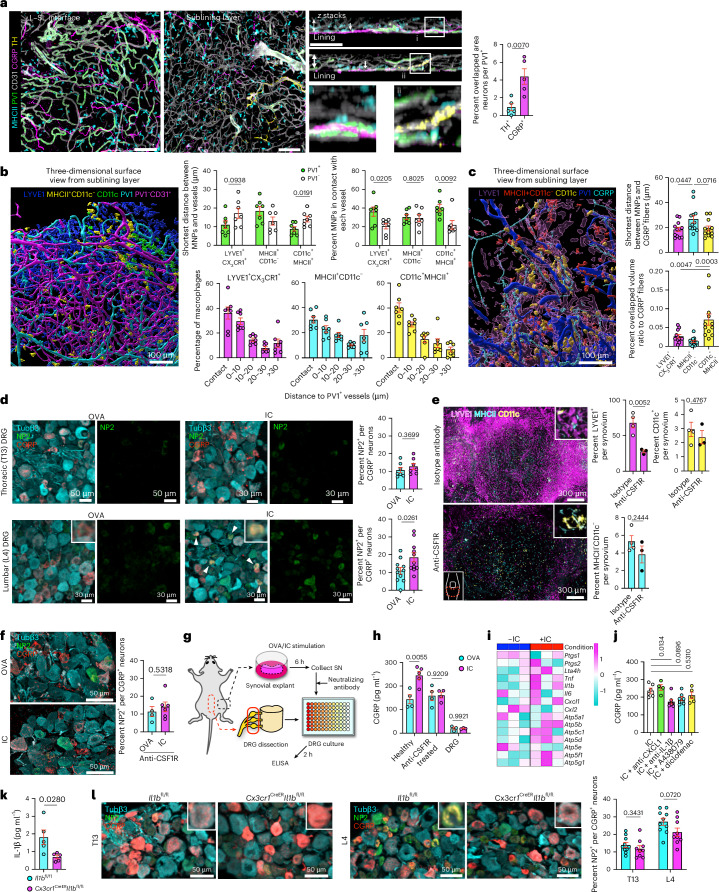
Synovial macrophages activate nociceptors in part through IL-1β. **a**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium; scale bars, 100 μm. Arrows indicate CGRP^+^ neurons in *z*-stack images; *n* = 5 mice for each group. **b**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium using the Surface module in Imaris and quantification of the distance between each macrophage subset and vessels; *n* = 7 mice for each group. Each plot indicates the mean value of each mouse. **c**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium using the Surface module in Imaris and quantification of the distance or overlapped volume ratio between each macrophage subset and CGRP^+^ fibers; *n* = 12 mice for each group. Each plot indicates the mean value of each mouse. **d**, Representative confocal images of lumbar (L4) and thoracic (T13) DRG in mice injected i.v. with OVA or OVA-IC and analyzed after 6 h; *n* = 7 (T13) and 11 (L4) mice for each group; Tubβ3, tubulin-β3. The arrowheads indicate the merged area for NP2 and CGRP. **e**, Three-dimensional reconstruction of representative confocal images of whole-mount synovium from mice injected intraperitoneally (i.p.) with 400 μg of anti-CSF1R or isotype control antibody and analyzed after 72 h. Quantification of the percentage of area covered by each macrophage subset in the synovium is shown on the right; *n* = 4 (isotype) and 3 (anti-CSF1R) mice. **f**, Representative confocal images of L4 DRG in mice injected i.v. with OVA or OVA-IC 72 h after i.p. injection with 400 μg of anti-CSF1R; *n* = 4 (OVA) and 6 (IC) mice. **g**, Illustration of experimental protocol; SN, supernatant. **h**, CGRP ELISA of DRG culture SN stimulated with SN from OVA- or IC-stimulated synovial explants from indicated mice or directly stimulated with OVA or IC; *n* = 3 to 5 mice for each group. **i**, Heat map of the expression of potential candidates responsible for immune-driven pain in bulk RNA-seq data from IC-stimulated LYVE1^+^CX_3_CR1^+^ macrophages (scaled normalized values). **j**, CGRP ELISA of DRG culture supernatants stimulated with supernatants from IC-stimulated synovial explants. Indicated neutralizing antibodies (4 μg ml^–1^) or A438079 (100 μM) was added to synovial SN before adding to DRG neurons. Diflofenac (200 μM) was added with IC when stimulating synovial explants; *n* = 6 (IC), 4 (CXCL1), 7 (IL-1β), 7 (A438079) and 5 (Coxi) mice. **k**, IL-1β concentration of the synovial digestion measured by cytometric bead array from *Il1b*^fl/fl^ and *Cx3cr1*^CreER^*Il1b*^fl/fl^ mice 12 h after i.p. injection of 2 mg per kg (body weight) lipopolysaccharide (LPS); *n* = 5 mice for each group. **l**, Representative confocal images of T13 and L4 DRG in *Il1b*^fl/fl^ and *Cx3cr1*^CreER^*Il1b*^fl/fl^ mice injected i.v. with OVA-IC. Mice were i.p. injected with tamoxifen twice 48 h apart 2 weeks before IC injection and analyzed 6 h after IC injection; *n* = 10 (*Il1b*^fl/fl^) and 9 (*Cx3cr1*^CreER^*Il1b*^fl/fl^) mice. Data in **a**, **b**, **d**–**f**, **h**, **k** and **l** were analyzed by two-tailed *t*-test. The IC group was used as a control group in a one-way ANOVA with Dunnett’s post hoc test in **j**. Data in **c** were analyzed by one-way ANOVA with Tukey’s post hoc test. Data in **a**–**f**, **h** and **j**–**l** represent mean ± s.e.m. Source data

CGRP^+^ neuronal cell bodies were evident in the L4 dorsal root ganglia (DRG) that innervates the knee joint^33^ (Extended Data Fig. 7c). Systemic IC injection induced activation of CGRP^+^ nociceptors in L4 but not T13 DRGs, as evidenced by neuronal pentraxin 2 (NP2) expression (Fig. 6d), an activity-dependent immediate early gene product^34^ (Extended Data Fig. 9) that facilitates excitatory responses in peptidergic DRG neurons, including CGRP^+^ afferents^35^. The proportion of CGRP^+^ neuronal bodies in the L4 DRGs did not change with IC injection nor anti-CSF1R treatment (Extended Data Fig. 7c,d).

Because neurons do not express FcγRs and are therefore incapable of direct detection of circulating ICs, we hypothesized that adjacent FcγR-expressing macrophages relay their presence and activate CGRP^+^ nociceptors. To test this, we used anti-CSF1R that preferentially depleted LYVE1^+^ macrophages (Fig. 6e and Extended Data Fig. 7e,f). This attenuated the activation of CGRP^+^ nociceptors (Fig. 6f), confirming potential cross-talk between macrophages and CGRP^+^ nociceptors. Because anti-CSF1R potentially depletes macrophages in other tissues, we added supernatants from synovial whole-mount explants stimulated with OVA or IC to DRG neurons to validate a specific effect of synovial macrophages ex vivo (Fig. 6g). This induced the release of CGRP from DRG neurons, an effect absent in IC-stimulated synovium dissected from anti-CSF1R-treated mice (Fig. 6h). We next used our bulk RNA-seq data from IC-stimulated LYVE1^+^CX_3_CR1^+^ macrophages to prioritize inhibitors for testing in our ex vivo DRG culture model. This analysis identified several candidate molecules upregulated in IC-stimulated macrophages that have previously been described to mediate immune cell interactions with neurons^17,36^, including *Cxcl1*, *Tnf* and *Il1β* (Fig. 6i), and neutralization of IL-1β partly suppressed the excitation of DRG neurons (Fig. 6j and Extended Data Fig. 10a). 

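In LYVE1+CX_3_CR1+ macrophages of WT mice, *Il1b* (chromosome 2 from 129364569 to 129371164) rose from 26.9 ± 13.8 CPM (SD, n = 3) to 83.2 ± 38.6 with IC, a log2 fold change of 1.61 (SE 0.37, adjusted p = 0.0452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost in the fits without the first untreated library (adjusted p = 0.230), the second untreated library (0.300), the first library with IC (0.425) or the third (0.0937; 0.00404 to 0.425 over its alternatives). *Il1b* also rose in MHCII+CD11c- macrophages, by 1.67 (SE 0.34, adjusted p = 0.0121) from the same test, a call lost without the third untreated library or the first with IC. The 10 tested neutrophil markers rose in the MHCII+CD11c- libraries too, by a median of 0.98. RNA of neutrophils among these sorted cells is therefore not excluded as a source. The change of *Il1b* in MHCII+CD11c+ macrophages, 0.71 (SE 0.31, adjusted p = 0.468), did not pass. *Tnf* (chromosome 17 from 35199367 to 35202007) stood at 190 ± 41.1 CPM without and 264 ± 60.3 with IC in LYVE1+CX_3_CR1+ macrophages, a log2 fold change of 0.47 (SE 0.25, adjusted p = 0.627 from the same test) that did not pass the threshold. The change of *Cxcl1* in these libraries did not pass either. Of the 15 genes shown in Fig. 6i, 1 passed in LYVE1+CX_3_CR1+ macrophages, and 1 did adjusted over the list alone. As a set, the 15 genes rose in LYVE1+CX_3_CR1+ macrophages under camera (median log2 fold change 0.23, adjusted p = 0.00491) but not under fry (adjusted p = 0.0549). The study chose this set. The median in MHCII+CD11c- macrophages was 0.18 (camera adjusted p = 0.0405; fry 0.104, not past the threshold) and in MHCII+CD11c+ macrophages 0.06 (camera adjusted p = 0.487; fry 0.582). The camera call in MHCII+CD11c- macrophages was lost without the second or the third untreated library or the first or the third with IC.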

Because *Cx3cr1*^CreER^ mice label lining macrophages in naive animals^7,24^, we crossed *Cx3cr1*^CreER^ mice with *Il-1β*^fl/fl^ mice to ablate IL-1β in LYVE1^+^CX_3_CR1^+^ macrophages. Cre recombinase activation of *Cx3cr1*^CreER^*Il-1β*^fl/fl^ mice resulted in a marked reduction of IL-1β production in the synovium (Fig. 6k), and we observed a reduction in nociceptor activation in L4 DRGs but not in nonjoint innervating T13 DRGs, demonstrating a role for synovial lining macrophage-derived IL-1β in activating nociceptor neurons (Fig. 6l).

Finally, we asked whether cross-talk between immune cells and nociceptor neurons in the synovium may also involve reciprocal signals from neurons to macrophages. scRNA-seq data of healthy synovium^6^ showed that *Ramp1*, *Ramp2* and *Calcrl* were the most highly expressed among neuropeptide receptor transcripts and *Ramp1*, which forms a complex with calcitonin receptor-like receptor to form the CGRP receptor, was particularly expressed in MHCII^+^ macrophages (Fig. 7a and Extended Data Fig. 10b,c). Bulk RNA-seq data confirmed *Ramp1* expression in MHCII^+^ macrophages, particularly the CD11c^+^ population (Fig. 7b). 

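In the libraries of untreated mice, *Ramp1* (chromosome 1 from 91179822 to 91225196) stood at 68.7 ± 11.2 CPM (SD, n = 3) in MHCII+CD11c+, 25.9 ± 10.2 in MHCII+CD11c- and 2.50 ± 1.71 in LYVE1+CX_3_CR1+ macrophages. LYVE1+CX_3_CR1+ macrophages had log2 fold changes of −3.35 (SE 0.61, adjusted p = 4.98e-04) against MHCII+CD11c- and −4.76 (SE 0.58, adjusted p = 5.99e-07) against MHCII+CD11c+ macrophages, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between MHCII+CD11c+ and MHCII+CD11c- macrophages, 1.41 (SE 0.46, adjusted p = 0.0923), did not pass the threshold in the same test. It passed with DESeq2 (adjusted p = 0.0485) and in the fit to the 6 libraries of the comparison (0.0147; 0.0147 to 0.288 over its alternatives). *Calcrl* (chromosome 2 from 84330626 to 84425405), whose product forms the CGRP receptor together with RAMP1, was highest in LYVE1+CX_3_CR1+ macrophages at 99.4 ± 15.5 CPM, against 47.1 ± 10.7 in MHCII+CD11c- and 27.7 ± 7.90 in MHCII+CD11c+ macrophages. Its log2 fold change in LYVE1+CX_3_CR1+ macrophages was 1.07 (SE 0.28, adjusted p = 0.0103) over MHCII+CD11c- and 1.85 (SE 0.28, adjusted p = 1.29e-05) over MHCII+CD11c+ macrophages. The first of these calls was lost without the first untreated LYVE1+CX_3_CR1+ library (adjusted p = 0.0611) or the second untreated MHCII+CD11c- library (0.0535; 0.00476 to 0.0611 over its alternatives). Of the 11 neuropeptide receptor genes that the paper shows, 4 had enough counts to be tested.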

To investigate the functional importance of CGRP receptor expression in MHCII^+^ synovial macrophages, we stimulated whole synovial explants with CGRP for 4 h and sorted both MHCII^+^ macrophage subsets for bulk RNA-seq (Fig. 7c). We observed robust transcriptional responses to CGRP stimulation (Extended Data Fig. 10d), with some genes increased in both subsets, but almost half of the DEGs were unique to each macrophage subset (Fig. 7d and Extended Data Fig. 10e). In CD11c^+^MHCII^+^ MNPs, CGRP induced upregulation of *Fcgr2b*, *Fcgr3* and *Tlr4*, and gene sets related to cell adhesion and extracellular matrix organization, including collagen genes (Fig. 7d–f). We next treated mice with BIBN4096, an antagonist of RAMP1 signaling. Pretreatment with BIBN4096 partially suppressed MHCII^+^ macrophage cluster formation and collagen deposition, the latter visualized by second harmonic generation around the macrophage clusters induced by consecutive i.v. IC challenges (Fig. 7g). Together, these data show that following i.v. IC challenge, LYVE1^+^CX_3_CR1^+^ macrophages in the synovium activate nociceptors with IL-1β, and, in turn, nociceptors enhance CD11c^+^MHCII^+^ macrophage responses to IC through CGRP to coordinate a synovial defense system against circulating challenges (Fig. 7h).

**Fig. 7:**
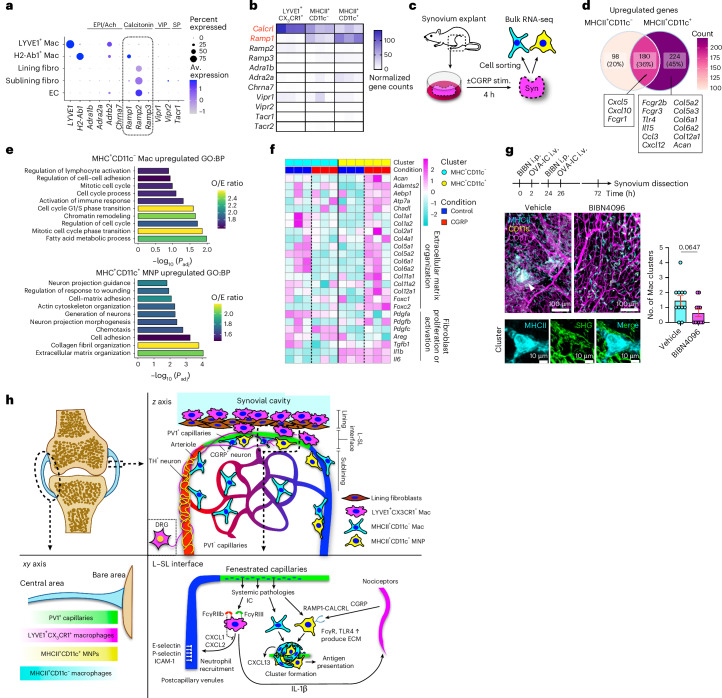
Nociceptors reciprocally enhance synovial macrophage responses through CGRP. **a**, Dot plots showing the average expression levels and the percentage of cells from each cluster expressing genes for neuropeptide receptors. scRNA-seq data are from GSE145286; EPI, epinephrine; Ach, acetylcholine; VIP, vasoactive intestinal polypeptide; SP, substance P; EC, endothelial cell; fibro, fibroblast; Av., average. **b**, Heat map of expression of genes for neuropeptide receptors in LYVE1^+^CX_3_CR1^+^, MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages from bulk RNA-seq analysis (normalized values). *Ramp1* and *Calcrl*, which encode proteins that form the CGRP receptor complex, are highlighted in red font. **c**, Illustration of the experimental protocol for bulk RNA-seq analysis. **d**, Venn diagram showing the number of distinct and common DEGs affected by CGRP stimulation between MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages. **e**, Gene ontogeny (GO) analysis of DEGs specific to each macrophage type with all the DEGs of two macrophage subsets as the background gene list. Fisher’s exact test was used; BP, biological process. **f**, Heat map of expression of genes related to extracellular matrix organization and fibroblast proliferation with CGRP stimulation in MHCII^+^CD11c^−^ and MHCII^+^CD11c^+^ macrophages (scaled normalized values). The vertical dashed lines mark the border of control and CGRP groups. **g**, Number of MHCII^+^ macrophage clusters with a diameter of >30 μm and second harmonic generation (SHG) on the clusters in the whole-mount synovium in mice injected i.v. with OVA-IC over 2 consecutive days after treatment with BIBN4096 (BIBN; 500 μg per kg (body weight) i.p.) or vehicle; *n* = 11 mice for each group. Data are shown as mean ± s.e.m. and were analyzed by two-tailed *t*-test. **h**, Schematic diagram of the immune-histochemical microarchitecture of the entire synovium and the sentinel unit surrounding PV1^+^ capillaries; ECM, extracellular matrix. Source data

## Discussion

Joint pain or inflammation is a common and early feature of several systemic diseases. These include autoimmune diseases, such as systemic lupus erythematosus, adult onset Still’s disease and inflammatory bowel disease, as well as infection in organs distant to the musculoskeletal system, including enteric or genitourinary infections, streptococcal pharyngitis and viral infections, for example, parvovirus^2–4^. The pathogenic mediators vary, but circulating ICs or microbial antigens have been implicated^37^. However, why joints are highly responsive to systemic inflammation is unknown. We sought to address this question, developing a whole-mount imaging system of the entire synovium to profile the vascular, neuronal and immune components. This revealed that highly permeable PV1^+^ capillaries were specifically located at the L–SL interface in the periphery of the synovium, enabling entry of circulating stimuli into the joint. We found that this area of vulnerability was occupied by three subsets of macrophages that demonstrated distinct responses to systemic IC challenge and interacted with nociceptor neurons, forming a blood–joint barrier (BJB) to defend joint tissue.

The location of fenestrated capillaries and their defensive macrophage–nociceptor sentinel unit in the periphery of the synovium at the synovia–bone interface is particularly interesting because this is the site of onset and formation of destructive granulomatous pannus in RA^13,15^. RA is characterized by circulating antibodies, including rheumatoid factor (IgM antibodies specific for the Fc portion of IgG) and anti-citrullinated protein IgG^1^. Our study identifies a fenestrated capillary bed that would enable access of autoantibodies or IC to the synovium at the very site of pannus formation. We found that adjacent macrophages expressed FcγRs, enabling responses to circulating IC and autoantibodies that might access the synovium via the fenestrated vasculature. Indeed, the inhibitory receptor FcγRIIb was a critical regulator of IC-induced activation of LYVE1^+^CX_3_CR1^+^ macrophages, with neutrophil recruitment to the synovium evident in its absence. Our data are consistent with human studies in RA showing that individuals with an *FCGR2B* polymorphism associated with receptor dysfunction demonstrate increased joint damage^38^.

The presence of highly permeable PV1^+^ capillaries in the synovium provides a mechanistic explanation for the joint manifestations of infections affecting organs distal to the musculoskeletal system. Previous studies have identified the presence of bacterial rRNA in a wide spectrum of inflammatory joints^39^ and viral nucleic acids in viral-associated arthritis^40^. Together, this suggests that the synovium is accessible to circulating microbes or microbial components. Clinically, reactive arthritis is characterized by a neutrophil-rich synovial effusion^41^, consistent with our observation that PV1^+^ capillary-associated synovial macrophages avidly produce neutrophil-recruiting chemokines in response to circulating stimuli. In addition, we found that *S. enterica* serovar Typhimurium colitis promoted macrophage cluster formation around PV1^+^ capillaries in the synovium, potentially reflecting the pathology of reactive arthritis.

Using the *Ms4a3*^Cre^-*Rosa*^TdT^ model, we assessed the contribution of circulating monocytes to synovial macrophages under steady-state conditions. Compared to other organs that have no monocyte contribution (microglia, Kupffer cells and Langerhans cells), fast replacement (gut and dermis) or slow replacement (kidney and spleen)^28^, synovial macrophages have heterogeneous kinetics, with the MHCII^+^ macrophage pool having a greater monocyte contribution than LYVE1^+^CX_3_CR1^+^ lining macrophages. Whole-mount synovial imaging also showed that monocytes preferentially replace synovial macrophages in the synovia–bone interface where proliferative pannus arises in RA, which further highlights the importance of PV1^+^ fenestrated capillaries as sites where joint pathology is initiated.

The activation of nociceptors alerts humans to the presence of harmful stimuli, leading to pain^42^. There has been recent interest in potential interactions between nociceptors and immune cells, including via neuropeptides, mainly in the context of infectious diseases where bacteria or fungi can directly activate nociceptors^16,43–45^. By contrast, our study shows that synovial macrophages sense local IC challenge and stimulate nociceptors, an effect mediated in part through IL-1β. IL-1β has also been previously implicated in augmenting pain sensitivity by promoting prostaglandin production^46^, upregulating transient receptor potential cation channel subfamily V member 1 (ref. ^47^) and generating action potentials in a p38 MAP kinase-dependent manner^48^. Our results suggest that IL-1 receptor antagonists may be a useful therapy for joint pain in a variety of IC-mediated diseases. Other candidates responsible for immune-driven joint pain should be explored in future studies. Furthermore, we found that this immune-driven nociceptor activation led to CGRP production, which in turn affected CD11c^+^MHCII^+^ MNPs, increasing the expression of IC and pathogen-associated molecular pattern receptors, such as *Fcgr2b*, *Fcgr3* and *Tlr4*. This heightened ability to detect and be activated by circulating stimuli reinforces a physical barrier to defend the area of vulnerability around PV1^+^ capillaries. Among the interstitial macrophages, CD11c^–^MHCII^+^ macrophages and CD11c^+^MHCII^+^ MNPs showed distinct spatial localization (Fig. 2f), transcriptional profiles in the homeostatic state (Fig. 3b) and responses to IC and CGRP stimulation (Figs. 5c and 7d–f).

Finally, perhaps the most interesting question is why a BJB equipped to sense circulating stimuli and telegraph their presence via pain has evolved. It is tempting to speculate that there might be a selective advantage to such a warning system at both an individual and species level. First, arthralgia might reduce mobility and thereby preserve energy for immune responses. Second, reduced movement may limit the transmission of infectious diseases to other individuals. Similar concepts have been proposed to explain why some infection-associated cytokines lead to increased anxiety and reduced socialization^49^.

Together, our data show how the unique anatomical arrangement of cells in the peripheral region of the synovium provides access to circulating immune stimuli through fenestrated capillaries and how this is policed by interacting macrophages and nociceptor neurons. Our findings have implications for the development of treatment strategies for immune-driven arthralgia.

## Methods

### Mice

WT mice (C57BL/6J background) were bred in-house or purchased from The Jackson Laboratory. Transgenic mice expressing Venus enhanced yellow fluorescent protein under the control of the *Itgax* promoter were a gift from M. Nussenzweig (Rockefeller University). *Fcgr2b*^*−/−*^ mice were kindly provided by J. Ravetch (Rockefeller University) and S. Bolland (US National Institutes of Health and US National Institute of Allergy and Infectious Diseases)^50^. *Il1b*^fl/fl^ floxed mice were crossed with tamoxifen-inducible B6.129P2(C)-*Cx3cr1*^*tm2.1(cre/ERT2)Jung*/J^ mice (The Jackson Laboratory, 020940) as described before^51^. Cre recombinase activity was induced by two i.p. injections of tamoxifen (2 mg 100 μl^–1^, Sigma-Aldrich, dissolved in corn oil) 48 h apart in 5- to 7-week-old male mice 2 weeks before the experiment.

In all experiments, both male and female mice were used. For all in vivo experiments, 8- to 20-week-old mice were used unless otherwise mentioned. Mice were maintained under specific pathogen-free conditions at a Home Office-approved facility with controlled humidity and temperature with a 12-h light/12-h dark cycle in the United Kingdom. All procedures were ethically approved by the University of Cambridge Animal Welfare and Ethical Review Body and were performed in accordance with the United Kingdom Animals (Scientific Procedures) Act of 1986 under the authority of a UK Home Office Licence.

### Human samples

Human synovial specimens were obtained from individuals with osteoarthritis undergoing replacement surgery or synovectomy with prior ethical approval (18/NW/0545) and informed consent at Addenbrooke’s Hospital, Cambridge. Samples were obtained from two male and three female donors aged 57–83. Participant compensation was not applicable.

### Generation and administration of small circulating ICs

All compounds were administered i.v. via tail vein injection using a 30-G insulin syringe (Becton Dickinson). ICs were prepared in vitro by incubating AF647–OVA (2 mg ml^–1^ in PBS; Invitrogen, O34784) with rabbit polyclonal anti-OVA antiserum (3.7 mg ml^–1^; Sigma-Aldrich, C-6534) at a 1:1 molar ratio (40 μg of OVA + 150 μg of RaOVA) for 60 min in a 37 °C water bath^26^.

### Infectious models

Mice were infected orally with approximately 5 × 10^6^ colony-forming units of *S. enterica* serovar Typhimurium (stain BRD509). Twenty-four hours before infection, mice were gavaged with 20 mg of streptomycin (Bio Basic, SB0494) in 100 μl of PBS to aid colonization. Colony-forming unit counts were verified by streaking the inoculums on to agar plates postgavage. Mice were culled 21 days later by rising CO_2_ concentration.

Urinary tract infection was induced in experimental mice as previously described^52^. Briefly, under isoflurane anesthesia (Baxter), the perineum was cleaned with ethanol, and the urethra was catheterized using 0.28 × 0.60 mm polyethylene tubing (Instech Laboratories) lubricated in sterile Instillagel (CliniMed). In total, 4 × 10^7^ colony-forming units in 100 μl of prepared uropathogenic *E. coli* (strain UTI89) were inoculated into the bladder during one session. Repeated inoculation was performed with 2-h intervals to increase the likelihood of ascending pyelonephritis. Mice were culled 21 days later by rising CO_2_ concentration.

### Isolation of synovium leukocytes from tissues

After death by anesthesia, the right auricles of the mice were cut, and 10 ml of prewarmed 1× PBS was injected into the left ventricle for perfusion. Perfusion was omitted in experiments designed to assess blood samples.

After removal of the skin, the quadriceps femoris muscles were carefully removed. Attachment of the synovium to the bare area of femur was observed by pinching and lifting up the patella with tweezers under a stereoscopic microscope (Stemi 2000-CS, Zeiss). The bone–synovium and meniscus–synovium interface was carefully dissected throughout the knee joint without damaging the bone, and the patella was removed at the end. For flow cytometry analysis, whole-mount synovial tissues were digested with 2 mg ml^–1^ type I collagenase in RPMI and incubated at 37 °C for 45 min. Disaggregated tissue elements were passed through a 70-µm cell strainer.

### Flow cytometry

Measurements were performed on an CytoFLEX LX (Beckman Coulter) and analyzed with FlowJo software (Tree Star). Sorting was performed on an FACSAria Fusion (Becton Dickinson). Single-cell suspensions were incubated with Zombie Aqua (Biolegend) or Viakrome 808 fixable viability dye (Beckman Coulter) diluted 1:250 in PBS for 15 min at 4 °C. Samples were centrifuged and resuspended in FACS buffer supplemented with anti-CD16/CD32 (Biolegend) diluted 1:50, followed by staining with antibodies for 15 min at 4 °C. Antibodies used in this study are listed in Supplementary Table 1.

### Confocal and multiphoton microscopy of mouse samples

Dissected knee joints were fixed in fixative solution made with 9% Glyoxal (Sigma-Aldrich, 128465) and 40% Antigenfix (Diapath, P0016) overnight at 4 °C. For sagittal section imaging, samples were decalcified in 14% EDTA solution for 12 days, followed by 4 h in 30% sucrose in PBS. EDTA was replaced every 72 h. Then, 30-μm sections were blocked and permeabilized in 0.1 M Tris containing 0.3% Triton X-100 (MilliporeSigma), 1% normal mouse serum, 1% normal donkey serum and 1% bovine serum albumin (BSA; R&D Systems). Samples were stained for 2 h at room temperature (RT) in a wet chamber with the appropriate antibodies, washed three times in PBS and mounted in Fluoromount-G (Southern Biotech). For whole-mount imaging, the knee synovium was dissected, as described above, and blocked and permeabilized in 0.1 M Tris containing 0.1% Triton X-100, 1% normal mouse serum, 1% normal donkey serum and 1% BSA in 0.5-ml Eppendorf safe-lock tubes. Samples were stained for 12 h at 4 °C with the appropriate antibodies in 0.5-ml Eppendorf safe-lock tubes, washed three times extensively in PBS and mounted in Fluoromount-G. Images were acquired using a TCS SP8 inverted confocal microscope with a scan format of 512 × 512 (Leica Microsystems) or TCS SP8 3X gated STED confocal inverted microscope (Leica Microsystems) with a ×40/1.3-NA oil or ×40/1.1-NA water objective. Second harmonic generation images were acquired using a Zeiss 710 NLO upright multiphoton microscope equipped with a ×20 water objective and infrared lasers (880 nm) driven by a Ti sapphire laser. Raw imaging data were processed, and a Gaussian filter was applied using Imaris (Bitplane). The antibodies used in this study are listed in Supplementary Table 1.

### Confocal microscopy of human samples

Human synovial specimens were fixed in a fixative solution made with 9% Glyoxal (Sigma-Aldrich, 128465) and 40% Antigenfix (Diapath, P0016) at 4 °C. For sagittal section imaging, samples were placed in 30% sucrose in PBS for 4 h and embedded in OCT embedding matrix (CellPath). Sections were incubated with primary antibodies for 2 h at RT and washed three times in PBS. Sections were then incubated with the appropriate fluorochrome-labeled secondary antibodies for 1 h at RT, washed in PBS and mounted in Fluoromount-G. For whole-mount imaging, synovium samples were dissected into 1 × 1 cm pieces and blocked and permeabilized in 0.1 M Tris containing 0.3% Triton X-100, 1% normal donkey serum, 1% BSA and 0.1% saponin (Sigma). Samples were incubated with primary antibodies for 12 h at 4 °C and washed three times extensively in PBS. Samples were then incubated with the appropriate fluorochrome-labeled secondary antibodies for 12 h at 4 °C and washed three times in PBS. Samples were then embedded in Ce3D solution^30^ for 12 h to clear the tissue and mounted in Ce3D solution. Images were acquired using a TCS SP8 inverted confocal microscope or TCS SP8 3X gated STED confocal inverted microscope on a ×40/1.3-NA oil or ×40/1.1-NA water objective. Raw imaging data were processed, and a Gaussian filter was applied using Imaris (Bitplane). Antibodies used in this study are listed in Supplementary Table 1.

### Iterative staining

Iterative staining of sections was performed as previously described^25,53^. Following acquisition of initial images, the coverslip was removed, and slides were washed three times in PBS to remove mounting medium. Bleaching of the fluorochromes was achieved using a 1 mg ml^–1^ solution of lithium borohydride in water (Acros Organics) for 15 min at RT. The slides or whole-mount synovium were washed three times in PBS before staining with a different set of antibodies. The process was repeated up to three times. Raw imaging data were processed using Imaris (Bitplane), and Hoechst or CD31 was used as fiducial for the alignment of subsequent images.

### Dissection and culture of mouse DRG neurons

DRG neurons were bilaterally excised under a dissection microscope as previously described^54^. For section images, lumbar (L4) or thoracic (T13) DRGs were embedded in OCT embedding matrix, and sections were subsequently made. For culture systems, DRGs were digested with the combined 1.25 mg ml^–1^ collagenase A + 2.5 mg ml^–1^ Dispase ll solution for 30 min at 37 °C. Sensory neurons were cultured on laminin-coated 96-well plates in Neurobasal medium (Thermo Fisher Scientific) supplemented with 1% GlutaMAX (Thermo Fisher Scientific), 50 ng ml^–1^ NGF 2.5S (Gibco) and B-27 supplement (Gibco) for 36 h to remove glial and axon debris that float in the medium. For CGRP release assays, ICs were prepared in vitro by incubating OVA with rabbit polyclonal anti-OVA (1 μg of OVA + 18.5 μg of RaOVA) for 30 min in a 37 °C water bath, spinning down the pellet and washing with PBS three times. Synovium explants were stimulated with OVA or ICs in 200 μl of RPMI for 6 h, and DRG neurons were incubated with the supernatants for 2 h at 37 °C and 5% CO_2_. After incubation, the DRG supernatant was collected and used to quantify the concentration of CGRP using an ELISA kit (Antibodies.com) according to the manufacturer’s instructions.

### CGRP stimulation assay from synovium explants

Whole-mount synovium was dissected from WT mice and incubated with CGRP (100 nM) or vehicle for 4 h. After incubation, the synovium was digested as described above, and macrophages were sorted into 350 μl of Buffer RLT Plus (Qiagen) using a FACSAria Fusion (Becton Dickinson).

### In vivo BIBN4096 treatment

The impact of CGRP signaling on the outcome of systemic IC challenge was evaluated by treating mice with the RAMP1 antagonist BIBN4096 (Tocris), as described previously^16^. Mice were treated by i.p. injection of BIBN4096 (0.5 mg per kg (body weight)) or vehicle 2 h before i.v. IC injection for 2 d in a row, and knee synovium was dissected 48 h after the last injection.

### Cytometric bead array

Concentrations of IL-1β were determined by BD Cytometric Bead Array using the Mouse IL-1β Enhanced Sensitivity Flex Set (562278) according to the manufacturer’s instructions. Bilateral synovial whole mounts were minced in 500 μl of PBS per animal, and samples were acquired using a BD FACSVerse flow cytometer. The results were analyzed by FCAP Array v3 software (BD).

### Bulk RNA-seq library construction and sequencing

The indicated cell types in each experiment were lysed using RLT Plus buffer (Qiagen), vortexed, snap-frozen on dry ice and stored at −80 °C. To extract RNA from cell lysates, an RNeasy Plus Micro kit (Qiagen) was used according to the manufacturer’s instructions. Genomic DNA contamination was removed using Optimal DNA depletion columns (Qiagen). Purified RNA was eluted in nuclease-free water (Ambion) and stored at −80 °C. To assess the quality and concentration of purified RNA, an RNA Pico chip (Applied Biosystems) on a Bioanalyzer 2000 (Applied Biosystems) was used according to the manufacturer’s instructions. For library preparation, a SMARTer Stranded Total RNA-seq Mammalian Pico Input kit v3 (Takara) was used according to the manufacturer’s instructions. 

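A kit for total RNA also captures ribosomal RNA that its depletion step leaves. In the counts deposited for the 18 libraries, the ribosomal RNA precursor gene *Rn45s* took between 7.92% and 16.3% of each library's total. The share was 11.9% to 13.2% in untreated MHCII+CD11c+, 12.7% to 13.3% in untreated MHCII+CD11c- and 8.59% to 15.2% in untreated LYVE1+CX_3_CR1+ macrophages. With IC it was 7.92% to 12.5%, 9.03% to 16.3% and 9.63% to 12.1% in the same order. The 18 libraries had a median total of 1526180 counts, and 6464 of the 24421 gene symbols had 0 counts in all of them. Pearson correlations of log2 CPM between replicates of a group lay between 0.745 and 0.958, and the biological coefficient of variation estimated by edgeR was 0.244.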

Library size was assessed using a High Sensitivity DNA chip (Applied Biosystems) on a Bioanalyzer 2000 (Applied Biosystems) according to the manufacturer’s instructions. Bulk RNA-seq was performed using a Novaseq 6000 (Illumina) on a 2 × 150 bp sequencing run. Pooled libraries were demultiplexed using Casava (Illumina). Fastq files from sequencing libraries were trimmed of the first three nucleotides on the R1 strand. Contaminating adaptor sequences and poor-quality bases were removed using Trim Galore (Babraham Bioinformatics). Libraries were only trimmed for quality. The quality of the resulting files was assessed by FastQC and aligned to the mm10 genome using HISAT2.

Subsequent RNA-seq analysis was performed in the R statistical environment, as described before^55^, with RStudio 2022.02.2. Resulting data are available on the Gene Expression Omnibus (GEO) under accession numbers GSE247475, GSE247476, GSE247477 and GSE272541. Reads were counted and assigned to genes using the Featurecount function from the Rsubread package, and differential expression analysis was performed using DESeq2 with an appropriate design matrix according to the default workflow. Batch effects were removed using the sva package. Figures were plotted using the ggplot2 and pheatmap packages and Prism software. Gene ontology enrichment testing was performed using topGO. GSEA (https://www.gsea-msigdb.org/gsea) was conducted using GSEA v4.3.0 according to developer’s instructions with the preranked option and classic setting. KEGG gene sets were downloaded from the Molecular Signatures Database.

### Analysis of public scRNA-seq datasets

For the analysis of the dataset from GSE145286 (ref. ^6^), raw data from WT mice were downloaded from the GEO archive, and count data were imported into R. After quality control, normalization and dimensional reduction, gene expression was visualized by UMAP. For Extended Data Fig. 1a–c, clusters of endothelial cells were extracted with *Pecam1* and *Cdh5* expression and reclustered. Resulting clusters were annotated using canonical marker gene expression (*Pecam1*, *Sema3g*, *Hey1*, *Podxl*, *Ackr1*, *Vwf* and *Rgcc*), and capillary endothelial cells were further extracted for Fig. 1a–c. Figures were plotted using the EnhancedVolcano and DotPlot functions. For Fig. 7a, cells were clustered using canonical marker genes (*Cd68*, *Lyve1*, *H2-Ab1*, *Cd55*, *Prg4*, *Thy1* and *Pecam1*).

### Development and validation of anti-NP2

Anti-NP2 was newly raised by guinea pigs immunized with peptides Gly 107–Leu 429 (UniProtKB entry O70340).

For immunocytochemistry, HEK293 tsA201 cells (a gift from R. Horn, Thomas Jefferson University) were cultured in high-glucose DMEM (Sigma-Aldrich) containing 10% fetal bovine serum (HyClone), 50 U ml^–1^ penicillin, 50 mg ml^–1^ streptomycin (Invitrogen) and 2 mM l-glutamine at 10% CO_2_ and 37 °C. Cells were transfected with HA-tagged mouse NP1, NP2 or NPR in pCAGGS using Lipofectamine 2000 (Invitrogen). The following day, transfected cells were fixed with 4% paraformaldehyde (PFA) in PBS for 15 min and washed with PBS three times. After blocking/permeabilization with 3% BSA (Sigma-Aldrich) in PBS containing 0.1% Triton X-100 (Sigma-Aldrich) for 30 min, cells were stained with primary antibodies to the HA tag (mouse, 1:1,000, BAbCo, MMS-101P) and NP2CC2 (guinea pig; final concentration of 1 μg ml^–1^) for 2 h at RT, followed by washing with PBS and incubation with the respective secondary antibodies (Alexa 488 (Invitrogen) and Cy3 (Jackson ImmunoResearch Laboratories) to the respective primary antibody; 1:1,000) for 30 min. After washing with PBS, coverslips were mounted on a glass slide with Fluoromount-G (Thermo Fisher Scientific). Fluorescence was detected using an SD-OSR microscope (Olympus).

For immunohistochemistry, mice were housed on a standard light cycle (0800–2000 h) before placement into constant darkness for 7 days. Mice were transcardially perfused with 4% PFA in 0.1 M sodium phosphate buffer (pH 7.2) for 10 min under deep pentobarbital anesthesia in the dark (0 h = control condition) or light-exposed for 4 h (4 h = light-stimulated condition) before death, followed by postfixation of dissected brain samples with 4% PFA in PBS for 2 h at 4 °C. Free-floating sagittal sections (50-μm thickness) from brains fixed in 4% PFA were prepared with a microslicer (DTK-1000, Dosaka EM). Following washing of the sections with PBS containing 0.1% Triton X-100 (wash buffer), sections were subsequently treated with 10% donkey serum for 30 min at RT, incubated with a mixture of primary antibodies (1 μg ml^–1^) diluted in wash buffer overnight, washed three times, incubated with species-specific secondary antibody (Alexa 488, Invitrogen; 1:200) in wash buffer and washed again three times. Finally, sections were attached to glass slides and mounted with VECTASHIELD (Vector Laboratories). Fluorescence images of NP2 were obtained in the visual cortex using a confocal microscope (SD-OSR, Olympus) and a ×10 objective.

### Image analysis

Image analysis was performed using Imaris 9.9.1, ImageJ2 version 2.14.0/1.54f or QuPath as detailed below.

For quantification of the density of each macrophage in the indicated compartments in the synovium, whole-mount synovium images for each macrophage subset were opened in QuPath, and the positions (*x* and *y* axes) of each macrophage were quantified using the ‘Cell detection’ function. The *x* and *y* axes of the center of the synovium were subtracted from the position of each macrophage, and the distance from center was calculated. Macrophage densities were calculated by dividing the number of cells by the indicated area. Density maps were created following the step in the ‘Cell detection’ function using Qupath.

For area quantification, the Imaris analysis tool ‘percentage of material above threshold colocalization’ was used to detect the area of dextran 70 kDa, dextran 2,000 kDa, PV1 over CD31, fluorescently labeled microbeads over PV1 or CD31, CD32b and CGRP. For comparison of different layers of the synovium from whole-mount images, the lining layer was defined by the presence of ERTR7^+^ lining fibroblasts or lining macrophages.

For quantification of penetration depth of synovial sensory fibers, the outermost layer of the synovium (lining layer) was determined by ERTR7 staining, which identifies lining fibroblasts in the synovium. *z*-Stack images of synovial whole mounts were created, and the distances between each fiber (CGRP^+^ and TH^+^ fibers) and the ERTR7^+^ outermost layer were measured and averaged per mouse.

For quantification of the number of clusters of MHCll^+^ macrophages in the whole-mount synovium images, clusters were defined as MHCll^+^ macrophages attached together to form a granulomatous structure with a diameter of >30 μm.

For analysis of the proximity of each macrophage subset to PV1^+^ capillaries, PV1^–^ capillaries and CGRP^+^ nociceptor neurons, we used the Surface module of Imaris (Bitplane)^56^. Briefly, we performed multiparameter imaging of whole-mount synovium using confocal microscopy and reconstructed fluorescent staining of MHCll, CD11c, LYVE1, PV1, CD31 and CGRP separately as three-dimensional volumes using the Surface module and smooth parameters of 1.99 μm for vessels, 1.00 μm for cells and 0.50 μm for neurons. Under the function ‘Set voxel intensity inside surface to 0’, we used PV1 signals as a mask to determine CD31 staining outside of the PV1 volume (defined as ‘CD31^+^PV1^−^ volume’) and CD11c signals as a mask to determine MHCll staining outside of the CD11c volume (defined as ‘MHCll^+^CD11c^−^ volume’). Threshold for absolute intensity and filter for number of voxels were selected to cover signals of the region of interest, and surfaces that do not cover the region of interest were removed. We then quantified the shortest distance between the surface of each macrophage and specific capillaries or neurons, percentage of cells in direct contact with each structure and overlapped volume ratio between each macrophage and neurons. The percentage of cells in the indicated interval of distance and the mean value per animal were calculated.

### Statistical analysis

The results are shown as single data points in a scatter dot plot and as mean ± s.e.m. Between-group differences were determined using a two-tailed *t-*test. A one-way ANOVA with Tukey’s post hoc test was used for comparisons among three or more groups, and a one-way ANOVA with Dunnett’s test was used for comparisons of the mean of each column to the mean of a control column. Statistical analyses were performed using GraphPad Prism 8.4.1 (GraphPad Software). Animal and human sample sizes are indicated on scatter dot plots unless mentioned in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-024-02011-8.

## Supplementary information

Supplementary Information Supplementary Table 1.

Reporting Summary

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

The datasets analyzed during the current study are available from the corresponding author upon reasonable request. Access to raw RNA-seq data related to this study is available through GEO (accession numbers GSE247475, GSE247476, GSE247477 and GSE272541). For the reanalysis of mouse synovium scRNA-seq, we obtained the dataset from GEO (accession number GSE145286). The KEGG gene set is available from Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp). Source data are provided with this paper.

# Supplementary material for: Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge
**Source:** Nat Immunol. 2024 Nov 25;25(12):2270–83. doi: 10.1038/s41590-024-02011-8
**Supplement:** Supplementary file 1 — Supplementary Table 1.

# **Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge**

---

In the format provided by the  
authors and unedited

**Table S1**

| Reagent or resource                                   | Source     | Identifier/ dilution                                |
|-------------------------------------------------------|------------|-----------------------------------------------------|
| <b>Antibodies</b>                                     |            |                                                     |
| Rat anti-CD16/32                                      | Biolegend  | Cat# 156604, Lot# B293349, Clone S17011E, 1/50      |
| Pacific Blue-conjugated rat anti-I-A/I-E              | Biolegend  | Cat# 107620, Lot#B252427, Clone M5/114.15.2, 1/100  |
| eFluor450-conjugated rat anti-CD3e                    | Invitrogen | Cat#48-0031-82, Lot#2102873, Clone 145-2C11, 1/100  |
| FITC-conjugated rat anti-CD11b                        | Biolegend  | Cat# 101206, Lot#B286843, Clone M1/70, 1/100        |
| AF488-conjugated rat anti-panendothelial cell antigen | Biolegend  | Cat# 120506, Lot#B277044, Clone MECA-32, 1/100      |
| AF488-conjugated mouse anti-tubulin $\beta$ 3         | Biolegend  | Cat#801203, Lot#B332149, Clone TUJ1, 1/100          |
| AF488-conjugated rat anti-CD68                        | Biolegend  | Cat# 137012, Lot# B272230, Clone FA-11, 1/50        |
| AF488-conjugated rat anti-CD31                        | Biolegend  | Cat# 102514, Lot# B282351, Clone MEC13.3, 1/100     |
| AF488-conjugated rat anti-I-A/I-E                     | Biolegend  | Cat# 107616, Lot# B343353, Clone M5/114.15.2, 1/100 |
| PerCP-Cyanine5.5-conjugated rat anti-Ly6C             | Invitrogen | Cat# 45-5932-82, Lot#2162018, Clone HK1.4, 1/200    |
| PerCP-Cyanine5.5-conjugated rat anti-CD206            | Biolegend  | Cat# 141716, Lot# B270129, Clone C068C2, 1/100      |
| PE-conjugated rat anti-Tim-4                          | Biolegend  | Cat# 130005, Lot# B283682, Clone RMT4-54, 1/100     |
| PE-conjugated Armenian hamster anti-CD11c             | Biolegend  | Cat# 117308, Lot# B202498, Clone N418, 1/100        |
| PE-conjugated Syrian hamster anti-podoplanin          | Biolegend  | Cat# 127407, Lot# B328276, Clone 8.1.1, 1/100       |

|                                              |               |                                                              |
|----------------------------------------------|---------------|--------------------------------------------------------------|
| PE-conjugated mouse anti-CD32b               | Invitrogen    | Cat# 12-0321-82,<br>Lot# 2157123,<br>Clone AT130-2,<br>1/100 |
| PE-conjugated Armenian hamster anti-CD16.2   | Biolegend     | Cat# 149503, Lot#<br>B273077, Clone<br>9E9, 1/100            |
| PE-conjugated rat anti-Lyve1                 | R&D systems   | Cat# FAB2125P,<br>Lot#<br>ACFE0220031,<br>Polyclonal, 1/100  |
| PE-Cyanine7-conjugated rat anti-Lyve1        | Invitrogen    | Cat# 25-0443-80,<br>Lot# 2343412,<br>Clone ALY7, 1/200       |
| PE-Cyanine7-conjugated rat anti-F4/80        | Invitrogen    | Cat# 25-4801-82,<br>Lot# 2279168,<br>Clone BM8, 1/100        |
| PE-Cyanine7-conjugated rat anti-CD206 (MMR)  | Invitrogen    | Cat# 25-2061-82,<br>Lot# 2062662,<br>Clone MR6F3,<br>1/100   |
| eFluor660-conjugated rat anti-Lyve1          | Invitrogen    | Cat# 50-0443-82,<br>Lot# 2205461,<br>Clone ALY7, 1/100       |
| APC-conjugated rat anti-Ly6C                 | Invitrogen    | Cat# 17-5932-82,<br>Lot# 2002701,<br>Clone HK1.4,<br>1/200   |
| APC-conjugated rat anti-CD16                 | Biolegend     | Cat# 158005, Lot#<br>B311445, Clone<br>S17014E, 1/100        |
| APC-conjugated mouse anti-CD64               | Biolegend     | Cat# 139306, Lot#<br>B277148, Clone<br>X54-5/7.1, 1/100      |
| APC-conjugated mouse anti-CD32b              | Invitrogen    | Cat# 17-0321-80,<br>Lot# 2036645,<br>Clone AT130-2,<br>1/100 |
| APC-eFluor780-conjugated rat anti-Gr-1       | Invitrogen    | Cat# 47-5931-82,<br>Lot# 2320762,<br>Clone RB6-8C5,<br>1/100 |
| AF594-conjugated rat anti-CD31               | Biolegend     | Cat# 102520, Lot#<br>B368931, Clone<br>MEC13.3, 1/100        |
| AF647-conjugated rat anti-CD31               | Biolegend     | Cat# 102516, Lot#<br>B308659, Clone<br>MEC13.3, 1/100        |
| AF647-conjugated Armenian hamster anti-CD11c | Biolegend     | Cat# 117312, Lot#<br>B341497, Clone<br>N418, 1/100           |
| AF647-conjugated rat anti-B220               | BD Pharmingen | Cat# 557683, Lot#<br>9123764, Clone<br>RA3-6B2, 1/100        |

|                                                             |                        |                                                          |
|-------------------------------------------------------------|------------------------|----------------------------------------------------------|
| AF647-conjugated rat anti-ER-TR7                            | Novus Biologicals      | Cat# NB100-64932AF647, Lot# D102142, Clone ER-TR7, 1/100 |
| APC-Cy7-conjugated rat anti-Ly6G                            | BD Pharmingen          | Cat# 560600, Lot# 8277987, Clone 1A8, 1/100              |
| Brilliant Violet421-conjugated rat anti-F4/80               | Biolegend              | Cat# 123131, Lot# B258771, Clone BM8, 1/100              |
| Brilliant Violet605-conjugated rat anti-I-A/I-E             | Biolegend              | Cat# 107639, Lot# B293222, Clone M5/114.15.2, 1/100      |
| Brilliant Violet650-conjugated mouse anti-CX3CR1            | Biolegend              | Cat# 149033, Lot# B301229, Clone SA011F11, 1/100         |
| Goat anti-CGRP                                              | Abcam                  | Cat# ab36001, Lot# GR3445403-5, Polyclonal, 1/200        |
| Rabbit anti-tyrosine hydroxylase                            | Abcam                  | Cat# ab112, Lot# GR3435522-1, Polyclonal, 1/200          |
| Rabbit anti-tub $\beta$ 3                                   | Abcam                  | Cat# ab18207, Lot# GR3257458-1, polyclonal, 1/200        |
| Biotin-conjugated mouse anti- Ea52-68 peptide bound to I-Ab | Invitrogen             | Cat# 13-5741-82, Lot# 1947272, Clone YAc, 1/100          |
| Guinea pig anti-NP2                                         | In house               | NA                                                       |
| AF488-conjugated mouse anti-alpha smooth muscle actin       | Abcam                  | Cat# AB184675, Lot# 1040301-1, Clone 1A4, 1/100          |
| AF594-conjugated donkey anti-guinea Pig                     | Jackson ImmunoResearch | Cat# 706-585-148, Polyclonal, 1/200                      |
| AF594-conjugated mouse anti-CD31                            | Biolegend              | Cat# 303126, Lot# B297139, Clone WN59, 1/100             |
| AF647-conjugated mouse anti-CD55                            | Novus Biologicals      | Cat# NBP2-47964AF647, Lot# D105865, Clone 143-30, 1/100  |
| AF647-conjugated mouse anti-HLA-DR                          | Abcam                  | Cat# ab223907, Lot# GR3441855-1, Clone TAL1B5, 1/100     |
| Goat anti-CD32B                                             | Abcam                  | Cat# AB77093, Lot# 1034248-3, Polyclonal, 1/100          |
| Goat anti-LYVE1                                             | R&D systems            | Cat# AF2089, Lot# KPY0119121, Polyclonal, 1/100          |

|                                          |                   |                                                    |
|------------------------------------------|-------------------|----------------------------------------------------|
| Rabbit anti-PLVAP                        | Novus Biologicals | Cat# NBP1-83911, Lot# 000007304, Polyclonal, 1/100 |
| Rabbit anti-LYVE1                        | Abcam             | Cat# ab33682, Lot# GR295168-4, polyclonal, 1/100   |
| PE/Dazzle594-conjugated mouse anti-CD206 | Biolegend         | Cat# 321130, Lot# B271255, Clone 15-2, 1/100       |
|                                          |                   |                                                    |
| Anti-mouse CSF1R (CD115)                 | Biocell           | Cat# BE0213, Lot# 808022M2, Clone AFS98            |
| Anti-mouse TNF $\alpha$                  | Biocell           | Cat# BE0058, Lot# 728222J1, Clone XT3.11           |
| Anti-mouse CXCL1                         | R&D systems       | Cat# MAB453, Lot#AOS0823041, Clone 48415           |
| Anti-mouse IL-1 $\beta$                  | Invivogen         | Cat# mil1b-mab9-02, Lot# 10594-44-01               |
| Rat IgG2a isotype control                | Biocell           | Cat#BE0089, Lot# 849322J2, Clone 2A3               |
|                                          |                   |                                                    |

#### Chemicals, peptides, and recombinant proteins

|                                                                                                 |                                 |                  |
|-------------------------------------------------------------------------------------------------|---------------------------------|------------------|
| Glyoxal                                                                                         | Sigma-Aldrich                   | Cat# 128465      |
| Antigenfix                                                                                      | Diapath                         | Cat# P0016       |
| Reagent diluent concentrate 2                                                                   | R&D systems                     | Cat# DY995       |
| Saponin                                                                                         | Sigma                           | Cat# SAE0073     |
| Neurobasal medium                                                                               | Thermo Scientific               | Cat# 10888022    |
| Glutamax Supplement                                                                             | Gibco                           | Cat# 35050061    |
| B-27 supplement (50x)                                                                           | Gibco                           | Cat# 17504044    |
| NGF 2.5S                                                                                        | Gibco                           | Cat# 13257-019   |
| Collagenase, type1, powder                                                                      | Thermo Scientific               | Cat# 17100017    |
| E $\alpha$ (52–68) peptide                                                                      | Anaspec                         | Cat# AS-61621    |
| Dextran, Texas Red™, 70,000 MW                                                                  | Invitrogen                      | Cat# D1864       |
| Dextran, Fluorescein, 2,000,000 MW                                                              | Invitrogen                      | Cat# D7137       |
| Fluospheres™ Carboxylate-Modified Microspheres, 0.2 $\mu$ m, orange fluorescent (540/560)       | Thermo Scientific               | Cat# F8809       |
| Fluospheres™ Carboxylate-Modified Microspheres, 2.0 $\mu$ m, yellow-green fluorescent (505/515) | Thermo Scientific               | Cat# F8827       |
| Fluospheres™ Carboxylate-Modified Microspheres, 0.04 $\mu$ m, dark red fluorescent (660/680)    | Thermo Scientific               | Cat# F8789       |
| CGRP (mouse, rat)                                                                               | Cambridge Research Biochemicals | Cat# crb1000889h |
|                                                                                                 |                                 |                  |
| BIBN 4096                                                                                       | Tocris                          | Cat# 4561        |
| Diclofenac sodium salt                                                                          | Sigma-Aldrich                   | Cat# D6899       |
| A438079 hydrochloride                                                                           | Tocris                          | Cat# 2972        |
|                                                                                                 |                                 |                  |

#### Commercial assays

|                                                               |                      |               |
|---------------------------------------------------------------|----------------------|---------------|
| Mouse CGRP ELISA kit                                          | Antibodies.com       | Cat# A76318   |
| Ce3D Tissue Clearing kit                                      | Biolegend            | Cat# 427701   |
| SMARTer® Stranded Total RNA-Seq Kit v3 - Pico Input Mammalian | Takara Bio           | Cat#634485    |
| Mouse CXCL1/KC DuoSet ELISA                                   | R&D systems          | Cat# DY453-05 |
| Mouse CXCL2/MIP-2 DuoSet ELISA                                | R&D systems          | Cat# DY452-05 |
|                                                               |                      |               |
| <b>Software and algorithms</b>                                |                      |               |
| Imaris                                                        | Version 9.9.1        |               |
| FlowJo                                                        | Version 10.6.2       |               |
| ImageJ2                                                       | Version 2.14.0/1.54f |               |
| QuPath                                                        | Version 0.3.2        |               |

How the deposited data were processed for this re-analysis (not part of the article)

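RNA of synovial macrophages of WT mice was sequenced in bulk from 3 sorted subsets (LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+), without treatment and 8 h after intravenous IC. The 6 groups had 3 libraries each, 18 in all, and each library held the cells of 6 legs pooled from 3 mice. Each library's condition and replicate number were taken from the sample labels and the paper. Libraries of *Fcgr2b*-/- mice, single-cell data and the paper's other experiments were not analysed here.

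The authors trimmed the first 3 bases of read 1 and the adapters (Trim Galore), aligned the reads to mm10 (GRCm38) with HISAT2, counted them per gene with featureCounts of the Rsubread package and deposited raw counts per gene symbol, without normalization. The paper's text does not name the versions, the annotation, the strand setting or the handling of duplicate and multiply matching reads, so counts of overlapping, antisense and near-identical genes are uncertain. The files listed 24421 gene symbols, of which 17957 had at least 1 count in any library. Mitochondrial genes were not analysed here. A combined table held the same values as the separate ones and was not used. RefSeq coordinates of GRCm38 were matched by symbol for 23204 symbols (95.0%). Coordinates are counted from 1.

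Library totals lay between 245903 and 2172358 counts, with a median of 1526180. A gene was taken to be at the floor in a group when each of its libraries had 3 counts or fewer, and a fold against such a group is given as a lower bound computed against the floor. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. No 2 libraries of a group held the same values. The smallest chi-square per gene between replicates, over genes with at least 10 counts, was 3.36, above sampling noise.

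From the deposited counts, TMM factors, log2 CPM (prior count 2) and TMM-scaled CPM were computed with edgeR 4.0.16 in R 4.3.3. The filterByExpr function (minimum count 10, minimum total count 15) kept 10550 genes. The comparisons of subsets without treatment, of IC with no treatment in each subset, and of the IC response between subsets were made with edgeR's quasi-likelihood test over all 18 libraries and 6 groups, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The SE of a log2 fold change was taken as its size divided by the square root of the F statistic. Principal components used the 500 most variable genes. *Cxcl1* levels were compared with exact two-sided permutation tests. Shares have 95% Wilson intervals. The tests were run on simulated counts with 200 genes changed by known folds. edgeR tested 199 of them, called 138 genes and recovered 132 changed ones (4.35% false), with 95 of the 97 over 32 CPM. DESeq2 called 149 genes and recovered 139 of 200 (6.71% false). In an unchanged comparison each called 0 genes.

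Gene lists were written from general knowledge before the data were examined (lysosome, endocytosis, antigen presentation with and without class II genes, cell adhesion, IL-4 response, TNF response, neutrophil migration, interferon response, endoplasmic reticulum stress, circadian clock, sterol synthesis, dissociation response, and markers of neutrophils, monocytes, fibroblasts, endothelial, T and NK, B, dendritic, mast, muscle, erythroid, and cartilage and bone cells) or taken from the paper's figures (chemokines, Fig. 5f, and pain mediators, Fig. 6i). They are not KEGG or GO sets. Lists of Schwann cell genes and nuclear transcripts were written after *Mbp*, *Malat1*, *Neat1* and other changes with IC had been seen, before the values of the genes they were tested on were looked at. Results of some genes are not reported here. Lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1, adjusted over 21 tests between subsets and 30 after IC. The study's signatures, ssGSEA, GSEA and topGO were not used here. Genes named in the text are those that the paper names or labels in Figs. 3c, 3d, 5b, 5f, 6i and 7b for these samples, members of the lists, and in each comparison the 5 largest and 5 smallest log2 fold changes among genes past the threshold with a mean log2 CPM of at least 3 and groups that did not overlap. *Akap11* and *Malat1* fall outside this rule and were chosen after their values were seen.

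The alternatives were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, a minimum of 10 counts in every library, a fit to only the libraries compared, the replicate number or the pool of mice as a block, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. Not every alternative was run for every value. Single genes were not fitted with no filter, with at least 10 counts in every library or with the surrogate variable. Gene lists were not tested with the Wald test of DESeq2, the surrogate variable or the fit to only the libraries compared. Leaving out *Rn45s* and removing a trend with GC content and transcript length, known for 96.2% of the tested genes, were added after the data had been seen. The tolerance on the separation of the principal components, the SD over the fits leaving out 1 library, was also set after its values had been seen.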

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

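The tests of both genes below were chosen after the result was seen. *Vcan* (chromosome 13 from 89655309 to 89743027) was singled out because its response to IC differed between LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages by −2.23 on the log2 scale (SE 0.33, adjusted p = 0.00501 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With IC it rose in MHCII+CD11c+ macrophages by 2.08 (SE 0.27, adjusted p = 1.30e-04), with all 3 libraries above the untreated ones, and changed by −0.16 in LYVE1+CX_3_CR1+ and 0.77 in MHCII+CD11c- macrophages. DESeq2 called the change in MHCII+CD11c- macrophages (adjusted p = 0.0493), as did the fit without the second MHCII+CD11c- library with IC (0.0251; 0.0251 to 0.550 over its alternatives). The interaction was called under every alternative run and in 11 of the 12 fits that each left out 1 library. Without the third MHCII+CD11c+ library with IC 0 genes were called, with 471 at an unadjusted p under 0.05. The paper does not report this difference. *Vcan* is on the list of monocyte genes and among the genes high in LYVE1+CX_3_CR1+ macrophages. If LYVE1+CX_3_CR1+ macrophages had been sorted with the MHCII+CD11c+ cells at the share of 24.4% that the rise of *Lyve1* would need, *Vcan* would have reached 122 CPM, and the mean with IC was 0.408 of that (43.2, 45.6 and 60.9 CPM in the 3 libraries). *Vcan* alone cannot tell carry-over from LYVE1+CX_3_CR1+ macrophages from a response of MHCII+CD11c+ macrophages. Of 14 other genes high in LYVE1+CX_3_CR1+ macrophages, 12 rose, by a median of 0.144 of the rise that share predicts (95% interval 0.0940 to 0.332). This argues against such cells at that share, and a smaller share stays open. Monocytes among the sorted cells also remain a possible explanation. Of 100 drawn splits of the libraries by treatment within each subset, 7 gave at least as many called genes as the real one, and the largest number in another split was 83. Each subset was split on its own, so a drawn split could keep or reverse the real treatment in 1 subset alone. The IC effect itself could then count as a difference between subsets. These splits therefore cannot decide whether the call of *Vcan* arose by chance.

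*Akap11*, outside the rule for naming genes and chosen after its values were seen, had a response to IC that differed between MHCII+CD11c+ and MHCII+CD11c- macrophages by −2.32 on the log2 scale (SE 0.40, adjusted p = 0.0454, same interaction test). It rose in MHCII+CD11c- macrophages by 1.21 (SE 0.30, adjusted p = 0.0426) and fell in MHCII+CD11c+ macrophages, with a log2 fold change of −1.11 (SE 0.26, adjusted p = 0.0475). The call was lost in 10 of the 12 fits that each left out 1 library. It was kept without the second MHCII+CD11c- library with IC and without the second MHCII+CD11c+ library with IC. It was also lost when only the 12 libraries of both subsets were fitted and when *Rn45s* was left out, each with 0 genes called (417 and 646 at an unadjusted p under 0.05). Of the fits that left out 1 of the 6 MHCII+CD11c- libraries, only the one without the second library with IC still called the change in MHCII+CD11c- macrophages, and none of those that left out 1 MHCII+CD11c+ library called the change in MHCII+CD11c+ macrophages. The change in MHCII+CD11c- macrophages was also not called in the fit to 6 libraries (adjusted p = 0.337; 0.0122 to 0.337 over its alternatives). Of 100 drawn splits, 12 gave at least 1 called gene, with up to 27 in another split. They cannot decide on this call either, since each subset was split on its own. A candidate explanation is that the call rests on single libraries near the threshold. A biological difference between the subsets was not tested apart from this.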

How the results depend on the processing

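Of the settings below, leaving out *Rn45s* and removing the trend with GC content and transcript length were added after the data had been seen, and the libraries named as deciding a value were found from the fits themselves. Calls are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05 where no other test is named. Apart from the fits that left out 1 library, 660 values of single genes kept their direction and their side of the threshold, 23 no longer passed it and 18 newly passed it. Of the values of gene lists, 184 kept both, 5 no longer passed the camera threshold, 6 newly passed it and in 9 the direction given by camera, which weighs all genes of a list, turned. Of the counts of genes and other summaries, 77 stayed within 1.5 times or within the spread of their replicates and 35 moved further. The cause of these moves was not tested, except where fewer genes or libraries entered a fit by its construction.

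Between untreated subsets, the counts stayed within 1.5 times of 1207, 2303 and 368 under DESeq2's size factors, the Wald test of DESeq2, the fits to the libraries compared, the block, leaving out *Rn45s* and removing the GC and length trend. Testing only the genes with at least 10 counts in every library, 3798 in place of 10550, gave 750 genes for LYVE1+CX_3_CR1+ against MHCII+CD11c- macrophages (606 of them among the 1207) and 1291 for LYVE1+CX_3_CR1+ against MHCII+CD11c+ macrophages (1138 among the 2303). For MHCII+CD11c+ against MHCII+CD11c- macrophages, no filter on low counts gave 578 genes (341 among the 368) and 1 surrogate variable 587 (360 among them). The fits that each left out 1 library gave 187 genes (without the third untreated MHCII+CD11c- library) to 409 (without the first). The separation of the subsets on principal components, a ratio of 6.42, was 4.39 with all genes past the filter and 8.85 with at least 10 counts in every library, and lay between 4.90 (without the second untreated LYVE1+CX_3_CR1+ library) and 10.4 (without the first untreated MHCII+CD11c- library).

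The counts after IC moved under several settings. The Wald test of DESeq2 called 158, 280 and 154 genes in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages, which included 40, 108 and 57 of the 49, 112 and 71. No filter on low counts gave 160, 337 and 250 (47, 108 and 70 of them included). Adding 1 surrogate variable gave 99, 206 and 133 (49, 110 and 71 included). The fit to the 6 libraries of a comparison gave 272, 19 and 170 (49, 17 and 67 included), so that fewer libraries in the fit lowered only the count of MHCII+CD11c- macrophages. The fit to all 18 libraries used 1 spread per gene for all groups. With IC, replicates correlated at 0.745 to 0.858 in MHCII+CD11c- and at 0.955 to 0.957 in LYVE1+CX_3_CR1+ macrophages. A shared spread can be too small for the first group and too large for the second, which was not tested. Leaving out 1 library gave 13 (without the first LYVE1+CX_3_CR1+ library with IC) to 53 genes (without the third) in LYVE1+CX_3_CR1+, 52 (without the second untreated library) to 182 (without the second with IC) in MHCII+CD11c- and 14 (without the second untreated library) to 63 (without the first) in MHCII+CD11c+ macrophages. Removing the GC and length trend moved the split of MHCII+CD11c- macrophages from 58 higher and 54 lower genes to 113 and 39, with the median of all genes shifted to 0.10 on the log2 scale. The share of genes called in all 3 subsets, 3.76%, was 8.00% with no filter and 0.976% in the fits to 6 libraries, and lay between 0.667% (without the first untreated LYVE1+CX_3_CR1+ library) and 6.09% (without the second MHCII+CD11c- library with IC).

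The tests of a difference between responses called few genes in each setting. Between LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages, DESeq2 called 11 genes, no filter 20 and 1 surrogate variable 1, against 0 (688 at an unadjusted p under 0.05). Fits leaving out 1 library called 0 to 1, with 1 without the first LYVE1+CX_3_CR1+, the second MHCII+CD11c- or the third MHCII+CD11c- library with IC, and with 587 to 885 genes at an unadjusted p under 0.05 in the others. Between LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages, DESeq2 called 3 genes, no filter 27, 1 surrogate variable 2 and the fit to 12 libraries 4, against 1. Leaving out 1 library gave 0 (without the third MHCII+CD11c+ library with IC, with 471 at an unadjusted p under 0.05) to 1. Between MHCII+CD11c+ and MHCII+CD11c- macrophages, no filter gave 29 genes, and the fit to 12 libraries and leaving out *Rn45s* gave 0 (417 and 646 at an unadjusted p under 0.05), against 1. Leaving out 1 library gave 0 to 1, with *Akap11* called without the second MHCII+CD11c- or the second MHCII+CD11c+ library with IC and another gene without the third MHCII+CD11c- library with IC, and with 565 to 831 genes at an unadjusted p under 0.05 in the fits with 0.

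For some lists the direction given by camera turned, in part with a median of the same sign. With at least 10 counts in every library, the cell adhesion list had medians of 0.082 for LYVE1+CX_3_CR1+ against MHCII+CD11c-, −0.15 for LYVE1+CX_3_CR1+ against MHCII+CD11c+ and 0.13 for MHCII+CD11c+ against MHCII+CD11c- macrophages, the antigen presentation list without class II genes 0.025 and the IL-4 response list −0.17 for MHCII+CD11c+ against MHCII+CD11c- macrophages, the clock list −0.19 in LYVE1+CX_3_CR1+ macrophages with IC and the TNF response list 0.028 in MHCII+CD11c- macrophages with IC. Of these, only the IL-4 response list had passed the camera threshold. No filter gave 0.017 for the antigen presentation list without class II genes in MHCII+CD11c+ against MHCII+CD11c- macrophages. DESeq2's size factors gave −0.012 for the dissociation list in MHCII+CD11c+ macrophages with IC. The fits leaving out 1 library gave −0.016 (without the first untreated MHCII+CD11c+ library) to 0.071 (without the first untreated MHCII+CD11c- library) for the antigen presentation list without class II genes between MHCII+CD11c+ and MHCII+CD11c- macrophages. After IC they gave −0.13 (without the third library with IC) to 0.086 (without the third untreated library) for cell adhesion in LYVE1+CX_3_CR1+ and −0.13 (without the third library with IC) to 0.21 (without the second) in MHCII+CD11c-, −0.16 to 0.059 (without the third untreated library) for the clock list in LYVE1+CX_3_CR1+ and −0.13 to 0.23 in MHCII+CD11c-, −0.019 (without the first library with IC) to 0.18 (without the second) for dissociation in LYVE1+CX_3_CR1+ and −0.11 to 0.019 (without the second untreated library) in MHCII+CD11c+, 0.16 to 0.47 for the chemokines of Fig. 5f in MHCII+CD11c- and −0.051 (without the third untreated library) to 0.10 for TNF response in MHCII+CD11c- macrophages. Of single genes, *Mt1* changed in MHCII+CD11c- macrophages by −0.064 (without the first library with IC) to 0.35, *Tnf* by −0.24 (without the third library with IC) to 0.42, and *Akap11* in LYVE1+CX_3_CR1+ macrophages by −0.27 (without the third library with IC) to 0.090 (without the second), none past the threshold in any of these fits.

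The libraries share replicate numbers. Those of the same treatment and number had a mean correlation of deviations from their group means of 0.0910 (0.00882 to 0.231, all 18 pairs above 0 and 7 over 0.1), against −0.0452 for other numbers, with 1 of 36 pairs over 0.1. Subsets of the same treatment and number could thus come from 1 pool of mice. Since not every pair was over 0.1, the block was kept as an alternative. With the pool of mice as a block, 2 genes differed in their response between LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages and 2 between MHCII+CD11c+ and MHCII+CD11c- macrophages, where *Akap11* was not among them. With the replicate number as a block, the counts after IC were 60, 120 and 79 and the TNF response list passed in MHCII+CD11c+ macrophages (camera adjusted p = 0.0428; 0.00576 to 0.212 over its alternatives). It changed no other call of a gene list. Of the named genes, the pool as a block changed the call of *Apoe* between MHCII+CD11c+ and MHCII+CD11c- macrophages (adjusted p = 0.0382; 8.82e-04 to 0.270 over its alternatives) and of no other, and *Ramp1* still did not pass there. The replicate number as a block added the call of *Hspa8* in MHCII+CD11c+ macrophages (adjusted p = 0.0401; 7.45e-04 to 0.363 over its alternatives). *Sema4a* in MHCII+CD11c-, *Cacna1a* and *Hist1h3g* in MHCII+CD11c+ and *Akap11* in both subsets moved from adjusted p of 0.0426, 0.0478, 0.0447, 0.0426 and 0.0475 to 0.0520, 0.0623, 0.0528, 0.0505 and 0.0545 (0.00922 to 0.398, 0.0440 to 0.263, 0.0125 to 0.251, 0.0122 to 0.337 and 0.00813 to 0.272 over their alternatives).

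The depth limits the MHCII+CD11c- libraries with IC most. With 245903 counts in the smallest of them, a gene under 11.3 CPM is not told from the floor there, and comparisons that need low transcripts of this group rest on the other 2 libraries.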

Differences from the paper's values

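Leaving out *Rn45s* and removing the GC and length trend were chosen after the values had been seen. The paper's supplement gives 169 genes changed by IC in MHCII+CD11c- macrophages of WT mice, and 112 were called here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The numbers of the Venn diagram for the same subset add up to about 160 in Fig. 5c, read by eye, another total than that of the supplement, and 112 lies within 1.5 times of it. The value fell within 1.5 times of the supplement's under 5 of the settings fixed before the data were examined: 131 genes with at least 10 counts in every library, 120 with the replicate number as a block, 206 with 1 surrogate variable, and 182 and 180 without the second and the third MHCII+CD11c- libraries with IC. It did not with DESeq2's size factors (112), the Wald test of DESeq2 (280), no filter on low counts (337), the fit to 6 libraries (19), or without the first, the second or the third untreated MHCII+CD11c- library (95, 52 and 58) or the first with IC (64). It also did after leaving out *Rn45s* (115) and after removing the GC and length trend (152), both chosen after the values had been seen. For LYVE1+CX_3_CR1+ and MHCII+CD11c+ macrophages the supplement gives 55 and 78 genes, and the 49 and 71 called here lay within 1.5 times of them. The Wald test of DESeq2, the tool that the paper names, gave 158 and 154, which did not. Most fits that left out 1 library did not either (13 to 21 and 14 to 50 genes).

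The paper states an upper limit for the share of genes changed in all 3 subsets over the WT and *Fcgr2b*-/- mice, and in the WT libraries the share, 3.76%, lay above it. It lay below it with the fits to 6 libraries (0.976%), without any 1 of the LYVE1+CX_3_CR1+ libraries (0.667%, 2.07% and 1.37% for the untreated and 1.33%, 1.35% and 2.94% for those with IC, in order), without the second untreated MHCII+CD11c+ library (2.34%), without the third MHCII+CD11c- library with IC (2.29%), and after removing the GC and length trend (2.70%), chosen after the values had been seen. Among other settings, the share stayed above the limit with the Wald test of DESeq2 (4.78%), 1 surrogate variable (5.95%) and no filter on low counts (8.00%). The paper labels *Apoe* as higher in MHCII+CD11c- than in MHCII+CD11c+ macrophages, and its log2 fold change in MHCII+CD11c+ macrophages was −1.02 (SE 0.32, adjusted p = 0.0770). It was called in the fit to 6 libraries (adjusted p = 8.82e-04) and with the pool of mice as a block (0.0382; 8.82e-04 to 0.270 over its alternatives). For *Ramp1*, which the paper shows as highest in MHCII+CD11c+ macrophages, the difference from MHCII+CD11c- macrophages did not pass here except under DESeq2 and in the fit to 6 libraries.

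The paper relates the untreated LYVE1+CX_3_CR1+ macrophages to a TNF-induced signature, and the TNF response list written here was lower in them under camera in each alternative run against MHCII+CD11c- macrophages. It names antigen presentation and cell adhesion for the MHCII+ subsets. The full antigen presentation list was lower in LYVE1+CX_3_CR1+ macrophages in both comparisons and in each alternative run, but without class II genes it did not pass in any of them, and cell adhesion passed only against MHCII+CD11c+ macrophages with no filter on low counts. It names endocytosis for LYVE1+CX_3_CR1+ macrophages, and that list passed against MHCII+CD11c+ macrophages in each alternative run, but against MHCII+CD11c- macrophages only with no filter. After IC, the paper gives neutrophil migration terms for LYVE1+CX_3_CR1+ macrophages, and the list written here rose in all 3 subsets. Neutrophil RNA among the sorted cells was not excluded as a source of this rise. The paper shows raised *Cxcl1* and *Tnf* in LYVE1+CX_3_CR1+ macrophages with IC, and neither passed the threshold in that subset in any alternative run. The size of the *Cxcl1* change in WT mice was close to the paper's. The paper's ratios of means were 2.049, 1.803 and 2.754 in LYVE1+CX_3_CR1+, MHCII+CD11c+ and MHCII+CD11c- macrophages, against 2.047, 1.796 and 2.752 here. The paper found the most FcγRIIb protein on LYVE1+CX_3_CR1+ macrophages, whereas untreated *Fcgr2b* RNA was lower there, by −0.66 against MHCII+CD11c- and −0.78 against MHCII+CD11c+ macrophages.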

Other observations

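The tests of depth for single subsets, of the share of *Rn45s*, of the number of interaction calls, of the distance of the real split of the pools from the others, of LYVE1+CX_3_CR1+ macrophages among the sorted cells, of the clock lists and of neutrophil transcripts in untreated MHCII+CD11c- macrophages were chosen after the result was seen. For each of the 6 comparisons of 3 libraries with 3, the real split was 1 of 10 that gave as many called genes, the smallest number 3 against 3 allows, and no other split gave more than 6. Of the genes changed by IC in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages, 34, 95 and 64 were still called after the trend with GC content and transcript length had been removed, which argues against that trend as the whole cause. The share of counts on *Rn45s* differed between the libraries of a subset by no more than would shift all other genes by 0.107, 0.120 and 0.0860 on the log2 scale. The genes called moved both ways, by at least 0.67, 0.54 and 0.65, which argues against ribosomal RNA taking part of the counts as the cause. The largest count of 4 Y-linked genes in any library was 0, so that these libraries do not show whether the authors' counting kept reads of such genes. *Xist* lay at 312 to 1017 CPM, the paper used mice of both sexes, and a different mix of sexes in the pools and IC cannot be told apart.

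With all 18 libraries in the fit, MHCII+CD11c- macrophages had the most genes changed by IC (112, against 49 in LYVE1+CX_3_CR1+ and 71 in MHCII+CD11c+ macrophages), but fitted to the 6 libraries of each comparison they had the fewest (19, against 272 and 170). The ranking thus depends on which libraries share a fit, and the tests of depth below were run in that fit only. With every library thinned to 245903 counts in 5 draws, the median counts were 20, 87 and 29 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (17 to 28, 74 to 96 and 27 to 38). The MHCII+CD11c- libraries had the lowest median totals without and with IC (882944 and 381217), and both other subsets had fewer calls, not more, after thinning, which argues against depth as the cause of the higher count of MHCII+CD11c- macrophages in that fit. The order of the 3 subsets was kept in 4 draws. MHCII+CD11c+ macrophages had more calls than LYVE1+CX_3_CR1+ macrophages in 4 of these and in 16 of 20 further draws, with medians of 25 (11 to 37) and 18 (11 to 27) in the latter. The median totals of MHCII+CD11c+ macrophages were higher than those of LYVE1+CX_3_CR1+ macrophages without IC (1981823 and 1543289) and lower with IC (1306815 and 1914406). Depth and a larger response of MHCII+CD11c+ macrophages therefore cannot be told apart for this difference, since at equal depth it did not exceed the spread of the draws. The interaction tests called 2 genes over the 3 comparisons, so a candidate explanation for the different counts is the threshold on calls and not a different response. The power of these tests was not measured, so a different response stays open. Between LYVE1+CX_3_CR1+ and MHCII+CD11c- macrophages the real split gave 0 interaction calls (688 genes at an unadjusted p under 0.05), so that each of the 100 drawn splits gives at least as many by construction and their number, 100, decides nothing. The top genes of each subset, as many as were called in it and including those called in several subsets, mostly moved the same way in the others, a mean of 93.8%, against 52.9% to 68.2% in the other 9 splits of the replicate numbers applied to all 3 subsets. The real split lay above the others by more than their whole range, which argues against chance deviations of shared pools as the whole cause, although 10 splits allow no share under 0.1. A difference between the treated and the untreated pools other than IC was not tested. The second MHCII+CD11c- library with IC stood apart from the others. With the other 2 libraries of its group thinned to its total they correlated at 0.877, and it correlated with them at 0.805 and 0.817, which argues against its low total as the whole cause.

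*Lyve1* rose with IC in MHCII+CD11c+ macrophages by 1.54 (SE 0.28, adjusted p = 0.00881 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in MHCII+CD11c- macrophages by 0.97 (SE 0.28, adjusted p = 0.0831). The call in MHCII+CD11c+ macrophages was lost without the third untreated library (adjusted p = 0.0638) or the third with IC (0.0650; 1.39e-04 to 0.0650 over its alternatives), and *Lyve1* was called in MHCII+CD11c- macrophages without the second library with IC (adjusted p = 4.80e-06; 4.80e-06 to 0.463 over its alternatives). Cells of the LYVE1+CX_3_CR1+ subset among the sorted cells would need a share of 24.4% in MHCII+CD11c+ and 29.9% in MHCII+CD11c- macrophages to give these rises. In MHCII+CD11c+ macrophages, 12 of 14 other genes high in LYVE1+CX_3_CR1+ macrophages rose, but by a median of 0.144 of the rise that share predicts (95% interval 0.0940 to 0.332), which argues against such cells at that share. In MHCII+CD11c- macrophages, 67 of 98 rose, by a median of 0.511 of the prediction (0.307 to 0.627). This leaves a smaller share open, and such cells and a response of MHCII+CD11c- macrophages cannot be told apart. The class II genes fell in MHCII+CD11c- macrophages with IC, and 4 of 7 fell by over 2 SE more than the share would give, with a median of −0.429 beyond it on the log2 scale, which argues against these cells as the whole cause.

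*Lrg1*, *Saa3*, *Hp* and *Trem1* rose with IC in MHCII+CD11c+ macrophages, the first 2 from the floor by at least 24.3-fold and at least 18.2-fold and the others by 3.42 and 2.48 on the log2 scale (adjusted p = 9.99e-04 and 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of *Trem1* was lost without the second untreated MHCII+CD11c+ library (adjusted p = 0.0928), the third (0.0832) or the third with IC (0.136; 5.92e-04 to 0.136 over its alternatives). A candidate explanation is neutrophils among the sorted cells. The 10 tested neutrophil genes rose in MHCII+CD11c+ macrophages by a median of 2.47 (10 of 10 higher, fry adjusted p = 0.00707 over the 5 lists tested as explanations), and the largest mean level of a listed gene rose from 72.0 to 603 CPM in MHCII+CD11c+ and from 330 to 849 CPM in MHCII+CD11c- macrophages. With genes at the floor at their bound, the medians were 1.70 in LYVE1+CX_3_CR1+ and 0.98 in MHCII+CD11c- macrophages. Monocytes are another candidate explanation, with 7 of 9 monocyte genes other than *Hp* higher and a median of 1.25 (fry adjusted p = 1.95e-05). A response of the macrophages themselves stays open, and it was not tested apart from these. In untreated mice, 10 of 10 neutrophil genes were lower in LYVE1+CX_3_CR1+ than in MHCII+CD11c- macrophages, 6 of them at the floor in LYVE1+CX_3_CR1+ macrophages (fry adjusted p = 0.00168). *Ngp*, *Ltf*, *S100a8* and *Lcn2* were at least 180-fold, at least 128-fold, at least 70.0-fold and at least 53.5-fold lower. This is consistent with neutrophil RNA in the MHCII+CD11c- libraries.

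With IC, *Malat1* and *Neat1* fell in LYVE1+CX_3_CR1+ macrophages, with log2 fold changes of −1.48 (SE 0.23, adjusted p = 0.00102) and −1.45 (SE 0.25, adjusted p = 0.00442) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 other tested nuclear transcripts fell too, by a median of −0.756 (7 of 7 lower, fry adjusted p = 0.00205), so a smaller share of nuclear RNA in these libraries is a candidate explanation, and a regulated change of the transcripts stays open. The call of *Neat1* was lost without the first LYVE1+CX_3_CR1+ library with IC (adjusted p = 0.0652; 1.02e-06 to 0.0652 over its alternatives). *Mbp* changed by −1.74 (SE 0.31, adjusted p = 0.00591), a call lost without the second untreated LYVE1+CX_3_CR1+ library (0.0872) or the first with IC (0.0823; 8.54e-05 to 0.0872 over its alternatives). Of 18 further Schwann cell genes, 14 were above the floor in an untreated LYVE1+CX_3_CR1+ library, and the 7 tested fell by a median of −0.222 (6 of 7 lower, fry adjusted p = 0.0283). Schwann cell RNA in the untreated libraries is a candidate explanation. *Nr1d1* fell in LYVE1+CX_3_CR1+ macrophages with IC. The morning and evening clock lists moved apart past a fry p of 0.05 in 0 of the 3 subsets (unadjusted fry p from 0.0663 to 0.889), so that a different time of day at collection and a response to IC cannot be told apart with 7 and 3 tested genes.

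Other lists tested after IC gave the following. Endoplasmic reticulum stress genes rose, with medians of 0.36, 0.42 and 0.15 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 3.07e-13, 6.43e-05 and 1.92e-04; fry 0.00256, 0.0289 and 0.0432). Sterol synthesis genes fell, with medians of −0.85, −0.67 and −0.39 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 1.76e-15, 4.39e-05 and 5.42e-04; fry 0.00111, 0.0164 and 0.0549). Interferon response genes rose, with medians of 0.17, 0.40 and 0.56 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 0.00499, 2.42e-05 and 4.17e-10; fry 0.271, 0.0549 and 0.0164), though without the first untreated LYVE1+CX_3_CR1+ library the first of these did not pass (camera adjusted p = 0.608; 1.98e-05 to 0.608 over its alternatives). The chemokines of Fig. 5f had medians of 0.22, 0.32 and 0.54 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 0.00559, 0.739 and 0.00478; fry 0.0811, 0.955 and 0.0553). The first of these calls was also lost without the first untreated LYVE1+CX_3_CR1+ library (camera adjusted p = 0.105; 8.82e-05 to 0.105 over its alternatives). The clock list had medians of −0.08, −0.04 and −0.32 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 0.739, 0.921 and 0.582; fry 0.650, 0.970 and 0.582), the dissociation list medians of 0.11, −0.33 and −0.02 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 0.133, 3.59e-04 and 0.973; fry 0.650, 0.0995 and 0.970) and the TNF response list medians of 0.11, 0.05 and 0.07 in LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages (camera adjusted p = 0.0461, 0.739 and 0.0532; fry 0.582, 0.970 and 0.582). The dissociation list passed in LYVE1+CX_3_CR1+ macrophages without the third untreated library (camera adjusted p = 0.0117) or the second with IC (0.00477; 0.00477 to 1.00 over its alternatives). The TNF response call in LYVE1+CX_3_CR1+ macrophages was lost without the first untreated library (0.608), the first with IC (0.960) or the third with IC (0.0519; 8.70e-05 to 0.960 over its alternatives), and the list passed in MHCII+CD11c- macrophages without the second library with IC (camera adjusted p = 0.0410; 0.0410 to 0.999 over its alternatives) and in MHCII+CD11c+ macrophages with DESeq2's size factors (0.0498), no filter (0.0413) and without the second untreated library (0.0136), the third (0.0196) or the second with IC (0.00576; 0.00576 to 0.212 over its alternatives). With genes at the floor in 1 group at their bound, and those at the floor in both left out, the median of the chemokines in LYVE1+CX_3_CR1+ macrophages was 0.27, and in MHCII+CD11c- macrophages that of endoplasmic reticulum stress was 0.30, of sterol synthesis −0.57 and of the clock list 0.07.

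Between MHCII+CD11c+ and MHCII+CD11c- macrophages, the endocytosis list had a median log2 fold change of −0.11 (camera adjusted p = 0.0388, fry 0.102), the antigen presentation list 0.06 (camera adjusted p = 0.0299, fry 0.0675), the same list without class II genes 0.00 (camera adjusted p = 0.969, fry 0.968) and the cell adhesion list 0.25 (camera adjusted p = 0.454, fry 0.639). The camera call of endocytosis was lost without the first or the third untreated MHCII+CD11c+ library or the second or the third untreated MHCII+CD11c- library, and that of antigen presentation without the third untreated MHCII+CD11c+ or the second untreated MHCII+CD11c- library and with at least 10 counts in every library (camera adjusted p = 0.176; 0.00778 to 0.176 over its alternatives).

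The lists of marker genes overlap with what macrophages express. Above the floor in every untreated library of LYVE1+CX_3_CR1+, MHCII+CD11c- and MHCII+CD11c+ macrophages were 1, 10 and 1 of 11 neutrophil genes, 4, 8 and 7 of 10 monocyte genes, 5, 5 and 6 of 12 fibroblast genes, 1, 3 and 3 of 10 endothelial genes, 1, 1 and 2 of 8 T and NK cell genes, 0, 5 and 4 of 6 B cell genes, 2, 8 and 9 of 12 dendritic cell genes, 0, 1 and 2 of 8 mast cell genes, 2, 2 and 4 of 10 muscle genes, 0, 2 and 4 of 5 erythroid genes, 1, 1 and 1 of 8 cartilage and bone genes, 7, 5 and 6 of 20 Schwann cell genes and 7, 6 and 6 of 16 nuclear transcripts. On another list were 4 neutrophil, 4 monocyte, 4 endothelial, 4 dendritic cell, 1 Schwann cell and 1 cartilage and bone gene. The study named 2 of the monocyte genes (*Ccr2* and *Vcan*), 4 of the dendritic cell genes and *Neat1*. The largest mean level of a listed gene, without and with IC, was 3464 and 3761 CPM for monocyte genes in MHCII+CD11c-, 6592 and 6232 in MHCII+CD11c+ and 4042 and 6071 in LYVE1+CX_3_CR1+ macrophages. It was 205 and 92.9 CPM for fibroblast genes in LYVE1+CX_3_CR1+, 103 and 82.3 for endothelial genes in MHCII+CD11c+, 98.5 and 73.1 for T and NK cell genes in MHCII+CD11c+, 96.8 and 93.5 for B cell genes in MHCII+CD11c-, 240 and 85.3 for dendritic cell genes in MHCII+CD11c+, 29.5 and 100.9 for mast cell genes in MHCII+CD11c-, 43.2 and 9.60 for muscle genes in MHCII+CD11c+ and 12.4 and 82.7 for cartilage and bone genes in MHCII+CD11c- macrophages. The erythroid genes had 370 and 30.4 CPM in MHCII+CD11c-, 205 and 56.6 in MHCII+CD11c+ and 132 and 6.20 in LYVE1+CX_3_CR1+ macrophages.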
